# Circulating proteins linked to apoptosis processes and fast development of end-stage kidney disease in diabetes

**DOI:** 10.1172/jci.insight.178373

**Published:** 2024-10-22

**Authors:** Katsuhito Ihara, Eiichiro Satake, Parker C. Wilson, Bozena Krolewski, Hiroki Kobayashi, Zaipul I. Md Dom, Joseph Ricca, Jonathan Wilson, Jonathan M. Dreyfuss, Monika A. Niewczas, Alessandro Doria, Robert G. Nelson, Marcus G. Pezzolesi, Benjamin D. Humphreys, Kevin Duffin, Andrzej S. Krolewski

**Keywords:** Nephrology, Apoptosis, Diabetes

## Abstract

Many circulating proteins are associated with risk of ESKD, but their source and the biological pathways/disease processes they represent are unclear. Using OLINK proteomics platform, concentrations of 455 proteins were measured in plasma specimens obtained at baseline from 399 individuals with diabetes. Elevated concentrations of 46 circulating proteins were associated (*P* < 1 × 10^–5^) with development of ESKD (*n* = 143) during 7–15 years of follow-up. Twenty of these proteins enriched apoptosis/TNF receptor signaling pathways. A subset of 20 proteins (5–7 proteins), summarized as an apoptosis score, together with clinical variables accurately predicted risk of ESKD. Expression of genes encoding the 46 proteins in peripheral WBCs showed no difference between cells from individuals who did or did not develop ESKD. In contrast, plasma concentration of many of the 46 proteins differed by this outcome. In single-nucleus RNA-Seq analysis of kidney biopsies, the majority of genes encoding for the 20 apoptosis/TNF receptor proteins were overexpressed in injured versus healthy proximal tubule cells. Expression of these 20 genes also correlated with the overall index of apoptosis in these cells. Elevated levels of circulating proteins flagging apoptotic processes/TNF receptor signaling pathways — and likely originating from kidney cells, including injured/apoptotic proximal tubular cells — preceded the development of ESKD.

## Abstract 2

Elevated levels of multiple circulating proteins flagging apoptotic processes/TNF receptors signaling pathways in damaged proximal tubule cells preceded fast progression to ESKD in individuals with diabetes.

## Introduction

Diabetic kidney disease (DKD) is responsible for more than 40% of individuals with end-stage kidney disease (ESKD) in the US (1). A large proportion of these individuals had ESKD resulting from fast kidney function decline (2, 3). Despite significant research efforts, the specific disease processes underlying fast development of ESKD are still unclear (4). Over the last decade, intensive research has sought to find biomarkers associated with ESKD risk so that this disease process can be elucidated and tools to diagnose individuals at risk can be developed. Recently, the search for new biomarkers of DKD has been accelerated by the development and application of high throughput proteomics platforms. These platforms enable the simultaneous quantification of hundreds to thousands of circulating proteins that can be examined as candidate biomarkers for ESKD risk (5, 6).

Previously, using an aptamer-based SOMAscan proteomics platform (5), we performed several studies among individuals with diabetes in multiple cohorts and identified 40 circulating proteins robustly associated with ESKD risk (7–11). Several other studies, conducted in general populations that used the SOMAscan platform, identified many, frequently the same as ours circulating proteins being associated with progressive kidney function decline (12–14). Despite these associations, little progress has been made in defining the biological pathways/disease processes these proteins represent and in determining the sources and mechanisms of their elevated concentrations in circulation.

In the present global-untargeted proteomic study, we used 2 nested case-controls studies; one included individuals with type 1 diabetes (T1D) and the other with T2D. In both studies, we examined the relation between baseline concentration of 455 plasma proteins and risk of development of ESKD during 7–15 years of follow-up. Our primary goal was to find circulating proteins with abnormal concentrations that preceded fast progressive kidney function decline so mechanisms/pathways associated with initiation/maintenance of disease processes leading to ESKD could be elucidated. We used statistical modeling to demonstrate that subsets of proteins enriching the apoptosis/TNF receptor signaling pathways were the most important for prediction of ESKD risk.

The OLINK Proseek Multiplex proteomics platform that measures proteins by quantitative PCR (qPCR) using proximity extension assay (PEA) technology was used (6). This technology is different from the aptamer-based technology applied in the SOMAscan platform, which was used by us and others in the previous studies. Although many of the same proteins were measured by both platforms, OLINK measurements are more specific and more precise than the SOMAscan measurements (15). In addition, new proteins are quantified by the OLINK platform. Therefore, using the OLINK platform, this study aimed to search for new circulating ESKD risk–associated proteins not measured or not detected by SOMAscan platform. Auxiliary studies were performed to search for possible sources/origins of elevated circulating proteins associated with ESKD risk.

## Results

### Characteristics of study groups

This investigation comprises 2 nested case-control studies. Participants were selected from among individuals who were enrolled into the Joslin Kidney Study (JKS) and were followed for 7–15 years. The outline of the JKS and selection of individuals for this investigation are illustrated in Figure 1 . Financial constraints limited the OLINK measurements to just 400 individuals, and we sought to include approximately equal numbers of persons with T1D and T2D for this study. For the T1D Macro-albuminuria study (Discovery study), we selected 103 individuals who progressed to ESKD during follow-up (cases) and 93 randomly selected individuals from among those who did not progress to ESKD (controls). Similarly, for the T2D Albuminuria (included Macro- and Micro-) study (Replication study), we selected 40 individuals who progressed to ESKD during follow-up (cases) and 163 individuals randomly selected from among those who did not progress to ESKD. Ninety percent of participants in the JKS are White.

Table 1 presents characteristics for cases and controls in each study at baseline and during follow-up. Individuals with T1D were younger and had longer duration of diabetes than those with T2D. At baseline, cases had higher HbA_1c_ and urinary albumin/creatinine ratio (ACR) and lower eGFR in comparison with controls in both studies. During follow-up, median eGFR loss was approximately 10 mL/min/1.73 m^2^/year in cases in both studies. This indicates that cases with ESKD in T1D and T2D had similar fast kidney function decline. In both studies, there were only a few deaths unrelated to ESKD during follow-up.

### Search for proteins associated with fast development of ESKD

Baseline plasma specimens — i.e., obtained at the beginning of the follow-up — from both studies were used to quantify 455 proteins using OLINK Proseek platform. In the T1D Discovery study, concentrations of 50 proteins were associated with risk of fast progression to ESKD as indicated by significant odds ratio (OR). Distribution of ORs according to *P* values in this study is shown as a volcano plot in Figure 2A. In the T2D Replication study, 43 proteins were confirmed (indicated as red dots in Figure 2B). Three additional proteins (TNF-R4, TNF-R6, and TNF-R21) were included in the further analyses. These proteins were associated with ESKD risk in our previous studies (7, 16) and in the current study; however, after Bonferroni adjustment, they remained statistically significant only in the T2D study. In total, 46 circulating proteins were analyzed, and they were referred to as ESKD risk–associated proteins. Our study examined the concentrations of 46 proteins between males and females, and similar findings are reported for both sexes.

Comparing the results between T1D and T2D, ORs for many of these proteins seem to be higher in T2D than in the T1D study. However, heterogeneity testing showed that only adjusted ORs for EPHB4 showed evidence of heterogeneity of results (Supplemental Table 1; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.178373DS). Therefore, the results for T1D and T2D were combined for further analyses. The names of the 46 ESKD risk–associated proteins and OR for each of them in the combined studies are shown in Table 2.

Proportions of proteins according to functional categories among the 455 proteins measured on the OLINK platform and among the 46 ESKD risk–associated proteins were compared, and the results are presented in Figure 3 . The proportion of circulating proteins associated with ESKD risk varied among the categories. We found a striking excess of ESKD risk–associated proteins in the category of TNF receptors; 35.0% observed versus 4.2% expected (*P* < 0.0001). Other categories were not enriched with ESKD risk–associated proteins, and there were deficiencies of ESKD risk–associated proteins in categories of enzymes — 4.3% versus 20.7% expected (*P* = 0.004) — and ligands — 10.8% versus 25.5% (*P* = 0.017).

### Biological pathways/terms enriched by ESKD risk–associated proteins

To explore the possible role of the 46 ESKD risk–associated proteins in the disease process that underlies fast development of ESKD, we examined which biological pathways/terms were enriched with the ESKD risk–associated proteins. We performed pathway analysis using the Database for Annotation, Visualization, and Integrated Discovery (DAVID) Bioinformatics Resources 6.8 (https://david.ncifcrf.gov/) (17). Figure 4A and Supplemental Table 2 show the results of such analysis. Four clusters of pathways or terms showed highly statistically significant enrichment. The first cluster had the highest score of enrichment (score, 6.4) and comprised apoptotic processes and TNF receptor signaling pathways. The second cluster comprised receptors and membrane proteins as biological terms with score of enrichment (score, 3.8). The third and fourth cluster comprised proteins enriched in apoptotic processes and TNF receptor signaling and had moderate scores of enrichments (scores, 2.3 and 1.1, respectively). No other cluster was identified as statistically significant in the pathway analysis. Inspection of proteins that contributed to enrichment in clusters 1, 3, and 4 revealed 20 proteins. These proteins are referred to as apoptosis/TNF receptor proteins. Figure 4B shows that, among these proteins, 12 were common for apoptosis processes and TNF receptor signaling, 3 were specific for apoptosis, and 5 were specific for TNF receptor signaling. Almost all these proteins were also enriching cluster 2 that comprised terms receptors or membranes. It is of interest to note that circulating proteins found to be associated with sickle cell–related kidney disease (Figure 4B) and measured by OLINK platform did not enrich the apoptosis/TNF receptor signaling pathways (18).

### Sources/origins of ESKD risk–associated proteins

#### Expression of genes encoding ESKD risk–associated proteins in peripheral WBC.

A genomic study was conducted in which mRNA was extracted from peripheral WBC collected into PAX gene tubes and sequenced. 

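The libraries were made from blood taken at baseline from 16 individuals who later developed ESKD (the cases of Figure 5) and 55 who did not (the controls). A PAXgene tube lyses whole blood on collection and stabilizes its RNA, so the RNA of platelets and reticulocytes is measured together with that of WBC. The authors prepared stranded total RNA libraries depleted of ribosomal RNA, sequenced read pairs and aligned them to GRCh38 with STAR, for which the methods name version 2.7.6a and the submitters' processing notes 2.7.9a. They counted read pairs per Ensembl gene with featureCounts 1.6.3, and the deposited values are these whole-number counts, not normalized. The strand setting of the counting, and what was done with read pairs that fall in overlapping genes, are not given in the sources used here. The total count per library was 17243236 to 27965499 (median 20390389) among the 16 cases and 13111629 to 31151960 (median 20020618) among the 55 controls. A further library labelled ESKD is described by the submitters as excluded, with no reason given in the sources used here, and it entered only an alternative fit of 72 libraries. Each library was counted as 1 individual, following the 16 and 55 individuals of the paper. None of the 2556 pairs of libraries differed by as little as sampling noise. That argues against the same library entered again, but it cannot detect repeat samples of an individual. From the counts, 21101 genes were kept by edgeR's filterByExpr and compared between cases and controls with TMM scaling and edgeR's quasi-likelihood test, with Benjamini-Hochberg adjustment. Diabetes type is not labelled per library and was not a covariate, nor were measures of kidney function. By the paper's baseline characteristics, cases had a larger share of type 1 diabetes, a lower eGFR and more urinary albumin than controls. These traits therefore cannot be told apart from the outcome here. In counts simulated for these libraries over the same 21101 genes, this test recovered 96% of 100 genes changed by 1 on the log2 scale. It recovered 67% of 100 genes changed by 0.5. The changed genes were drawn from those above a mean of 1 CPM (counts scaled to library size). The simulated counts were independent, with no shifts shared by genes and no extreme libraries. These rates do not cover lower genes or such libraries, and they depend on how many genes were changed.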

PAX gene tubes were collected at baseline from 23 T1D and 48 T2D individuals (total, 71) included in this study. During 7–15 years of follow-up, 16 of these individuals developed ESKD and 55 did not (Supplemental Table 3). Figure 5A shows a comparison of the expression of 46 genes encoding the ESKD risk–associated proteins by outcome. A threshold of 6 log counts per million (logCPM) was used to determine low expression. Eleven genes of interest were not expressed in WBC, 10 had low expression, and 25 had moderate or high expression. 

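Among the 46 genes, TGFBR2, a receptor of transforming growth factor β, had the most read pairs, with a mean of 8.98 log2 CPM (CPM, counts scaled to library size but not to gene length, so that the order of genes is one of counts and not of mRNA molecules) over the 71 libraries. The genes of the TNF receptors 2 and 1, TNFRSF1B and TNFRSF1A, followed with 8.74 and 8.34 log2 CPM, and CTSZ, which encodes the lysosomal protease cathepsin Z, with 8.06. TNFRSF14 (7.14), PILRA (7.13), RELT (7.12), the death receptor gene FAS (6.24) and the TRAIL receptor gene TNFRSF10B (6.06) were also above 6 log2 CPM. The lowest means among the genes that passed the expression filter were those of COLEC12 (−1.65) and LAYN (−1.28). The genes that did not pass it were TNFRSF6B, TNFRSF19, CD300LG, FOLR1, KLK11, CDH3, PGF, AMBP, WFDC2, NECTIN4 and TFF3, with mean values of 0 to 0.227 CPM. KLK11, which encodes a secreted serine protease, had 0 counts in all 71 libraries, which allows a level of up to 0.00203 CPM (3 counts over all libraries, counting error only). TNFRSF6B, which encodes decoy receptor 3, also had 0 counts, but in GENCODE 44 all of its exonic bases (100%) belong as well to the read-through gene RTEL1-TNFRSF6B, so its read pairs cannot be assigned to it alone. With the threshold of 6 applied to log2 CPM, 11 genes were not expressed, 26 were low and 9 were moderate or high. With the threshold applied to DESeq2's regularized log values, 11 were not expressed, 10 were low and 25 were moderate or high.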

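For the 35 genes that passed the expression filter, the log2 fold changes of cases over controls ran from −0.38 for LAYN to 0.59 for DSC2, with a median of 0.05. They were above 0 for 19 genes and below 0 for 16. DSC2 encodes the desmosomal cadherin desmocollin 2 and lies on chromosome 18 of GRCh38 from 31058840 to 31102522. Its expression was 6.13 ± 0.84 log2 CPM (SD, n = 16) in cases and 5.36 ± 1.10 (SD, n = 55) in controls, and the log2 fold change fitted by edgeR from the counts had a standard error of 0.29 and an adjusted p of 0.579 (quasi-likelihood test). ESAM, a cell adhesion molecule of endothelial cells and platelets (chromosome 11, 124752583 to 124762290), had a log2 fold change of 0.50 (standard error 0.23, adjusted p = 0.568 from the same test). Among the apoptosis/TNF receptor genes, the log2 fold change was 0.27 for IL1R1 (95% interval −0.13 to 0.67), 0.14 for TNFRSF1A (−0.12 to 0.41), 0.06 for TNFRSF1B (−0.18 to 0.29) and −0.23 for CD27, a receptor of T and B cells (−0.49 to 0.02). In edgeR's test 0 of the 35 genes passed, whether adjusted over all genes or adjusted over the list alone, and 2 had an unadjusted p under 0.05 (DSC2 and ESAM). DESeq2 and limma-voom also called 0 of them. The 95% interval reached a median of 0.31 to either side of the log2 fold change. It lay within a 1.5-fold change in either direction for 25 genes and within a 2-fold change for 34, and only that of DSC2 went further, up to 2.24-fold.

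**Figure D1:**
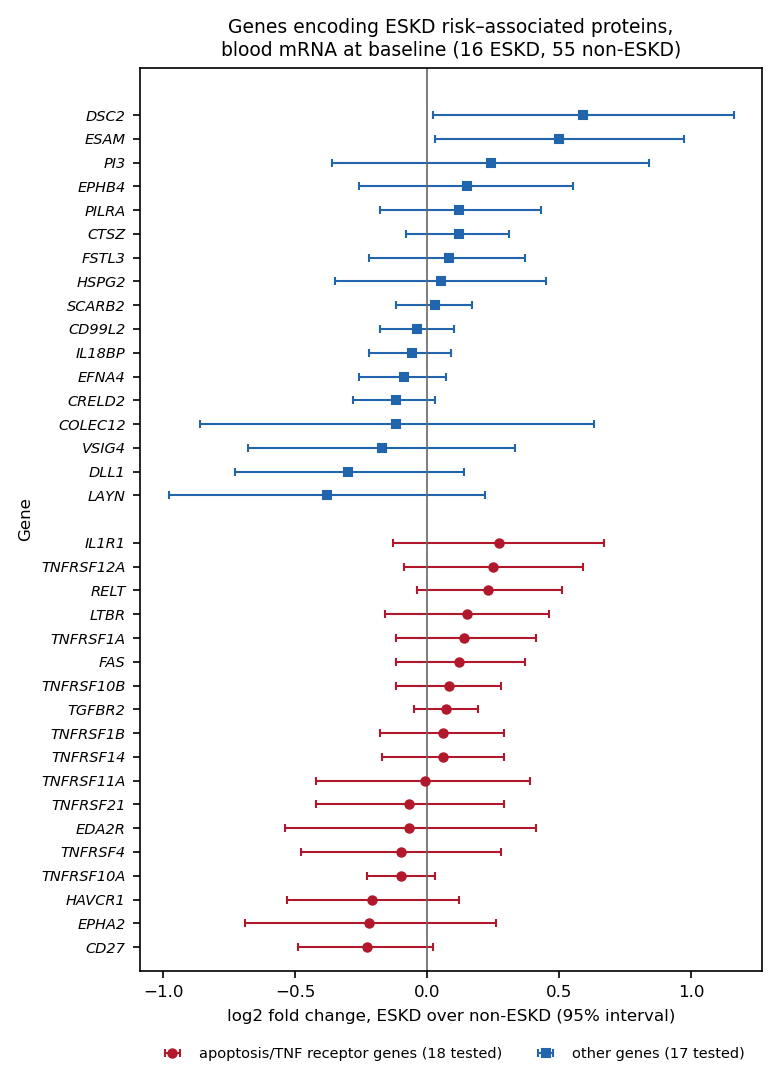
The log2 fold change of expression in blood (x axis, cases over controls, with its 95% interval as bars) of the 35 genes tested (y axis), with 18 apoptosis/TNF receptor genes as red circles and 17 other genes as blue squares, sorted by value within each group. The points lie between −0.38 and 0.59, and the intervals of 33 genes include 0.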

Strikingly, expression of these genes was identical in those who progressed and those who did not progress to ESKD. 

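Among all 21101 genes tested, 4 were higher in cases than in controls at an adjusted p under 0.05 and 0 were lower, and 1806 had an unadjusted p under 0.05. NAV3 encodes neuron navigator 3, a microtubule-binding protein, and lies on chromosome 12 of GRCh38 from 77324641 to 78213010. Its expression was 1.45 ± 1.39 log2 CPM (SD, n = 16) in cases and 0.70 ± 0.79 (SD, n = 55) in controls, means that differ by 0.75. The log2 fold change fitted by edgeR, which compares mean counts and so gives more weight to libraries with high counts, was 1.61 (standard error 0.29, adjusted p = 0.00944 from its quasi-likelihood test), with 12 of 16 cases above the median of the controls. GRB10, which encodes an adaptor protein that binds the insulin receptor (chromosome 7, 50590063 to 50793462), was higher by 0.97 on the log2 scale (standard error 0.18, adjusted p = 0.00951 from the same test; means of log2 CPM 0.70 apart), with 13 of 16 cases above the control median. HMCN1, which encodes the extracellular matrix protein hemicentin 1 (chromosome 1, 185734391 to 186190949), had a log2 fold change of 1.39 (standard error 0.28, adjusted p = 0.0296 from the same test; means of log2 CPM 0.69 apart). The remaining gene has no symbol, is annotated as a long noncoding RNA (ENSG00000268119, chromosome 19, 21444241 to 21463908), was named only after its values were seen, and had a log2 fold change of 1.36 (standard error 0.28, adjusted p = 0.0389 from the same test). NAV3 and GRB10 passed the Bonferroni threshold over the genes tested. The 71 libraries were also split into 16 and 55 in 100 ways, the real one included. Of these splits, 7 called as many genes as the real one and 15 passed as many over the Bonferroni threshold. Chance is thus not excluded for either count. The immunoglobulin kappa variable segments IGKV1-9 and IGKV1-39 (chromosome 2, 89009982 to 89010515 and 89319625 to 89320146), whose counts are uncertain because near-identical segments share reads, had log2 fold changes of −1.19 (standard error 0.31, adjusted p = 0.190) and −1.06 (standard error 0.25, adjusted p = 0.136). Without 1 of the 16 case libraries the log2 fold change was 0.45 for NAV3, 0.51 for GRB10 and 0.36 for HMCN1 and the call ended, and that of ENSG00000268119 (1.13 to 1.45) passed in 10 of 16 such fits. DESeq2 called 5 genes, 3 higher (GRB10 and ENSG00000268119 among them, but not NAV3 at 0.44 or HMCN1 at 0.35) and 2 lower (IGKV1-39 among them, −1.05, adjusted p = 0.0341 from its Wald test), limma-voom called 0 (1712 at an unadjusted p under 0.05), and edgeR called 0 with neutrophil, T cell and reticulocyte marker scores as covariates (892 at an unadjusted p under 0.05), 2 to 7 without 1 case library, 22 with at least 10 counts in 1 library (21 higher and 1 lower), 106 with no low-count filter (100 and 6) and 269 with 72 libraries (254 and 15), and DESeq2 17 without outlier replacement, chosen after seeing the data (9 and 8).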

As shown in Figure 5B, only a few other genes out of 22,121 were found to be differentially expressed between the 2 groups after adjusting for multiple testing correction (Bonferroni-adjusted, *P* < 2.26 × 10^–6^). The negative genomic results contrasted with the proteomics findings (Figure 5C). All 46 proteins were detected and measured in baseline plasma. 

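The blood libraries held few counts of 3 genes whose plasma proteins are compared here. TNFRSF19, a TNF receptor superfamily member (chromosome 13 of GRCh38, 23570370 to 23676104), had 334 counts over the 71 libraries, with 0.222 ± 0.175 CPM (SD, n = 16) in cases and 0.229 ± 0.156 (SD, n = 55) in controls. CDH3, which encodes P-cadherin (chromosome 16, 68636189 to 68727468), had 184 counts in all and a mean of 0.125 CPM in both groups, with an SD of 0.134 in cases and 0.0930 in controls. NECTIN4, the gene of the cell adhesion molecule nectin 4, also called PVRL4 (chromosome 1, 161070998 to 161089558), had 42 counts, with 0.0304 ± 0.0991 CPM in cases and 0.0310 ± 0.0563 in controls. Each pair of means lay closer together than the SD within either group. These genes stayed below the expression filter and were not tested in the main comparison, and in edgeR's test with no low-count filter none of them was called.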

For the 11 genes not expressed in WBC, the corresponding proteins had moderate plasma concentrations, and for 3 of them, *TNFR19*, *CDH3*, and *PVRL4*, these concentrations were significantly higher in individuals who developed ESKD than in those who did not. Among the 35 remaining genes expressed in WBC equally in cases and controls, baseline plasma concentrations of 7 corresponding proteins were significantly higher (higher fold change [FC]) in individuals who developed ESKD than in those who did not (*TNFR10B*, *TNFR19L*, *KIM1*, *LAYN*, *TGFR2*, *FSTL3*, and *EFNA4*) (Figure 5C). Additionally, FC for 3 proteins were higher (*TNFR27*, *PI3*, and *TFF3*) and 4 were lower (*TNFR6*, *EPHB4*, *AMBP*, and *CD99L*), but the differences were not statistically significant. 

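In blood mRNA, the highest of these 7 genes was TGFBR2, with 9.03 ± 0.18 log2 CPM (SD, n = 16) in cases and 8.96 ± 0.21 (SD, n = 55) in controls. RELT, which encodes the receptor named TNFR19L here, had 7.28 ± 0.54 and 7.07 ± 0.49 log2 CPM in cases and controls, and TNFRSF10B had 6.11 ± 0.42 and 6.05 ± 0.35. HAVCR1, the gene of the tubular injury marker KIM1, had 1.01 ± 0.75 log2 CPM in cases and 1.31 ± 0.50 in controls. FSTL3, an activin-binding protein gene, had 1.32 ± 0.58 and 1.28 ± 0.47, and the ephrin gene EFNA4, which shares 15.0% of its exonic bases with the read-through gene EFNA4-EFNA3, had 2.40 ± 0.29 and 2.50 ± 0.27. LAYN, which encodes the hyaluronan receptor layilin, was the lowest, with −1.48 ± 0.76 in cases and −1.22 ± 0.87 in controls. RELT had a log2 fold change of 0.23 (standard error 0.14, adjusted p = 0.609 from edgeR's quasi-likelihood test) and HAVCR1 one of −0.21 (standard error 0.17, adjusted p = 0.664), and the 95% intervals of all 7 log2 fold changes included 0. The upper bound of the 95% interval of the change in cases was 1.05-fold for EFNA4, 1.09-fold for HAVCR1, 1.14-fold for TGFBR2, 1.17-fold for LAYN, 1.22-fold for TNFRSF10B, 1.30-fold for FSTL3 and 1.42-fold for RELT. Setting the blood mRNA beside the plasma concentrations from the same time, the paper concludes in its discussion that increased transcription in WBC does not account for the high circulating concentrations, and it leaves open that WBC contribute through regulation other than transcription.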

Plasma concentrations for 21 remaining proteins were similar in cases and controls (FC around 1.0).

#### Expression of genes encoding ESKD risk–associated proteins in kidney cells.

In a previous study, single nucleus sequencing of kidney cortex obtained from individuals with DKD identified a subset of injured proximal tubule cells that had a distinct transcriptional and chromatin accessibility profile (19). These injured proximal tubule cells often express *VCAM1* and variably express other injury-associated markers like *CD24* and *CD133*. In this study, we reanalyzed the previously published data (20) to examine expression of the 46 genes encoding the circulating ESKD risk–associated proteins in proximal tubules. We compared the differential expression of these genes and differential accessible chromatin regions in the loci for these genes between control proximal tubule and injured proximal tubule (PT_VCAM1).

PT_VCAM1 expressed the greatest number of cell-specific genes among our list of 46 circulating proteins (Figure 6A). Other cell types that also expressed a significant number of these genes included the proximal tubule, injured thick ascending limb (iTAL) and distal convoluted tubule. The PT_VCAM1 cells showed increased expression of 14 genes of the 46 compared with control proximal tubule by single-nucleus RNA-Seq (snRNA-Seq) (Figure 6B). Importantly, 11 of these genes encode apoptosis/TNF receptor proteins. When expression of these genes was correlated with expression of 205 apoptosis pathway genes expressed as an aggregate apoptosis index, 17 of the 46 genes showed statistically significant positive correlation in the PT_VCAM1 injured cell state (Figure 6C). Thirteen of these genes encoded for apoptosis/TNF receptor proteins. To address sparsity of snRNA-Seq data, we performed the correlation after imputation of missing genes and showed that the vast majority of the 46 genes had a significant positive correlation (Figure 6D). To exclude the possibility that the positive correlation was due to chance alone, we used a linear regression model to estimate the effect size of all genes on increased apoptosis index in the imputed dataset. The estimated effect size of apoptosis/TNF receptor–related genes was significantly higher than the remaining genes in the genome (Supplemental Figure 1). PT_VCAM1 cells also showed increased accessibility of chromatin regions in the loci of 7 of these genes (*TNFR10A*, *TNFR10B*, *TNFR14*, *TNFR19*, *EPHA2*, *KIM1*, and *IL1RT1*). The regions were in promoters and/or introns of these genes (Supplemental Figure 2). All the above findings prompted us to hypothesize that, since injured proximal tubule cells had increased transcription of the apoptosis/TNF receptor–related genes, these cells might be the source of elevated levels of apoptosis/TNF receptor proteins in circulation in individuals with diabetes who are at risk of fast development of ESKD (see Figure 6E).

### Importance of apoptosis/TNF receptor proteins for prediction of ESKD risk

In the first stage, we used the 20 apoptosis/TNF receptor proteins to build the prediction model for ESKD risk. Performing multiple least absolute shrinkage and selection operator (LASSO) analyses, we found 3 combinations of these proteins, which had similar efficiency to predict ESKD risk (Supplemental Table 4). One of these sets, referred to as Model #1, is shown in Table 2 and includes 5 proteins: KIM-1, TNF-R27, IL-1RT1, TNF-R11A, and TNF-R6B. Based on their β coefficients, we developed the ESKD risk score, which we refer to as their apoptosis score. The OR for ESKD risk/quartile changes of the apoptosis score was 2.83 (95% CI, 2.23–3.59) without clinical variables and increased accordingly to 3.17 (95% CI, 2.18–4.62) when combined with clinical variables such as eGFR, ACR, and HbA_1c_.

In the second stage, in addition to 20 apoptosis/TNF receptor proteins, we examined contribution to prediction of ESKD risk of the 26 other ESKD risk–associated circulating proteins. LASSO regression analysis using all 46 ESKD risk–associated proteins identified 5 proteins from Model #1 and 5 proteins selected from among the other 26 proteins (Table 3). It is important to note that other proteins did not replace the apoptosis/TNF receptor proteins in this global model, but their effects were only diminished to make room for other proteins (Table 3). Importantly, a risk score created out of these 10 proteins did not provide better discrimination of ESKD risk than Model #1. Table 3 shows also inferior prognostic performance of Model #3, which included only the 3 currently used biomarkers: KIM-1, TNF-R1A, and TNF-R1B. All these models had significant additive prognostic values measured as c statistic over the clinical model (Table 3).

To illustrate graphically the effect of the apoptosis score on the development of ESKD during 15 years of follow-up, we examined cumulative incidence of ESKD according to quartile of the score. As shown in Figure 7A, cumulative incidence of ESKD increased dramatically with increased quartiles of the score. Importantly, the adjustment for clinical variables did not change the very strong association between apoptosis score and risk of ESKD (Figure 7B).

### Comparison of OLINK findings with SOMAscan findings

In our previous studies, as well as in studies by others, only SOMAscan platform was used. In our studies, we examined multiple independent cohorts of individuals with T1D and T2D with DKD, and 40 circulating proteins were found as strong predictors of ESKD risk (10). The current study used the OLINK platform with 455 proteins and focused on individuals with T1D and T2D who had normal or only moderately impaired kidney function at baseline. Forty-six circulating proteins were found as strong predictors of development of ESKD during 7–15 years of follow-up. To compare the SOMAscan results versus the findings obtained using OLINK platform, 2 different approaches were used.

In the first approach, individual proteins (Figure 8) were compared. Out of 455 proteins examined using OLINK platform and 560 proteins examined using SOMAscan, 138 proteins were measured by both platforms and 33 were associated with ESKD risk at least on one of the platforms. Out of these 33 proteins, 22 showed statistically significant association with ESKD risk using both platforms. See Figure 9A for the names of these proteins. In Figure 9B, there are names of proteins that showed association with ESKD risk but only on one of the platforms. There are 6 proteins, including 4 TNF receptors that showed strong association with ESKD risk, only for OLINK measurements. Five other proteins showed association with ESKD risk only for SOMAscan measurements. There were 18 circulating proteins associated with ESKD risk that were measured on OLINK only and 13 circulating proteins associated with ESKD risk that were measured on SOMAscan only. In total, of 877 proteins measured on one or both platforms, 64 circulating proteins were found to be associated with ESKD risk.

In the second approach, we compared results of pathway analysis for 46 ESKD risk–associated proteins detected by OLINK as shown in Figure 4A with similar analysis performed for 40 ESKD risk–associated proteins detected by SOMAscan (Supplemental Figure 3). The latter analysis showed similar results to the first one, although with different ranking. The top cluster for the 40 SOMAscan proteins comprised terms receptors and membranes. The second cluster comprised TNF receptor signaling pathways, and the third cluster comprised apoptosis terms. Overall, the enrichment scores and statistical significances for the pathways and terms in the 3 clusters in SOMAscan proteins were weaker than the results of the analysis for the 46 proteins measured on OLINK. The less-significant results obtained by analyzing the SOMAscan data resulted most likely from an inability of this platform to detect a number of apoptosis/TNF receptor proteins (Figure 9B). It is important to emphasize that no other individual pathways or cluster of pathways was statistically significantly enriched when the OLINK or SOMAscan findings were analyzed.

## Discussion

Many circulating proteins are associated with ESKD risk; however, it is still unknown what biological pathways/disease processes they represent. This study used the OLINK proteomics platform, which provides better measurements of circulating proteins than the SOMAscan platform, to search for such pathways in individuals with T1D and T2D with DKD. These individuals were selected to have normal or only slightly impaired kidney function at baseline, so our proteomic study identified initiators/early disease processes of kidney function decline that underlie the development of ESKD, and the results were not confounded by impaired kidney function. We also considered as cases individuals who developed ESKD during 3–15 years of follow-up; therefore, they must have fast kidney function decline (2). Out of 455 proteins examined, elevated plasma concentrations at baseline of 46 proteins were strong predictors of ESKD risk. In pathway analysis, 20 of these proteins enriched apoptosis processes and TNF receptor signaling pathways as the major disease processes underlying early fast development of ESKD.

To explore the mechanisms that might be involved in this disease process, we reanalyzed snRNA-Seq data of kidney biopsies from healthy individuals and those with DKD (19–21). We specifically focused on healthy and injured (PT_VCAM1-positive) proximal tubular cells. Significant overexpression of genes encoding apoptosis/TNF receptor proteins was observed in the PT_VCAM1-positive cells. Furthermore, overexpression of these genes was positively correlated with an overall index of expression of 205 apoptotic genes in PT_VCAM1-positive cells. Taken together, these findings allow us to hypothesize that individuals with diabetes at high risk of early fast progression to ESKD have an increased proportion of injured proximal tubule cells that are more likely to die triggering “escape” of the apoptosis/TNF receptor proteins into the circulation, thereby increasing the concentration of these proteins in the circulation (Figure 6E). In keeping with this hypothesis, a recent mouse model of acute kidney injury found that, although the PT_VCAM1-positive cells may retain the ability to repair themselves, many of them experienced cell death (22). Other injured kidney cell types also characterize DKD, and these cells could also encode apoptosis/TNF receptor proteins. Notably, the Kidney Precision Medicine Project (KPMP) (23) previously described a subpopulation of maladaptive epithelial cells in the thick ascending limb that share characteristics with injured proximal tubule cells.

In contrast to the above results, using direct sequencing of mRNA obtained from peripheral WBC collected at baseline, 11 of the 46 genes (including 2 apoptosis/TNF receptor genes) encoding the proteins associated with ESKD risk were not expressed in WBC and none of the remaining genes showed different expression in individuals who subsequently did and did not develop ESKD. These negative findings contrasted with significant statistical differences in concentration of some of these proteins in plasma obtained at the same time as WBC, leading us to conclude that the high concentrations of ESKD risk–associated proteins in circulation cannot be accounted for by increased transcription of these genes in WBC. However, considering that secretion of proteins into circulation can be regulated by mechanisms other than transcription, we cannot exclude the possibility that WBC can be a source of increased concentrations in plasma for some of the proteins.

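Taken as a set, the 18 apoptosis/TNF receptor genes that passed the expression filter had a median log2 fold change of 0.06, with 10 above 0 and 8 below. TNFRSF12A, the receptor of the cytokine TWEAK, had 0.25 (95% interval −0.09 to 0.59), LTBR, the lymphotoxin β receptor, 0.15 (−0.16 to 0.46) and EPHA2, an ephrin receptor, −0.22 (−0.69 to 0.26). The 17 other genes had a median of 0.03, with 9 above 0 and 8 below, among them PI3, which encodes the elastase inhibitor elafin, at 0.24 (−0.36 to 0.84) and the Notch ligand gene DLL1 at −0.30 (−0.73 to 0.14). Neither set differed from the remaining genes by camera (p = 0.405 for the apoptosis/TNF receptor genes and p = 0.462 for the others, or p = 0.624 and p = 0.689 with an estimated correlation) or moved in a common direction by fry (p = 0.661 and p = 0.755). With neutrophil, T cell and reticulocyte marker scores as covariates, camera placed the apoptosis/TNF receptor genes below the remaining genes (p = 0.0413). That p used camera's preset correlation of 0.01 and was not adjusted over the lists. In the main comparison the correlation estimated for this set was 0.14. With a B cell marker score instead, chosen after seeing the data, camera's p was 0.794. Under the neutrophil, T cell and reticulocyte scores fry called 0 of the fixed lists. A lower level of this set in cases is thus not established.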

Our study design did not allow us to investigate other organs/tissues/cells as the source of the increased concentrations in circulation of ESKD risk–associated proteins. Presently, there is no literature on this topic to our knowledge, and we found no publications that would inform us why the majority are receptors among circulating ESKD risk–associated proteins and few are ligands or enzymes. However, we provided indirect evidence that the 20 apoptosis/TNF receptor proteins (all receptors) are more important in progression to ESKD than the other 26 ESKD risk–associated proteins. This evidence came from our analysis regarding the usefulness of these proteins to predict ESKD risk. Using an unbiased statistical approach, we identified a prediction model of ESKD risk that included 5 of the 20 apoptosis/TNF receptor proteins (apoptosis score) that was as efficient as the model that included all 46 ESKD risk–associated proteins. Overall, adding the apoptosis score to baseline eGFR, urinary ACR, and HbA_1c_ significantly improved prediction of ESKD risk. This finding has 2 implications. First, the increased concentrations of apoptosis/TNF receptor proteins in circulation can be interpreted as evidence that apoptosis processes and TNF receptor signaling pathways initiate/underlie the fast development of ESKD. Second, apoptosis score can be used in the clinical setting to identify individuals at high risk of the fast development to ESKD and to monitor the intensity of disease processes that underly this development. We developed several equally efficient alternative apoptosis scores using a combination of 5–6 different apoptosis/TNF receptor proteins. This happened because the 20 apoptosis/TNF receptor proteins represented activation of 1 underlying disease processes, and they were intercorrelated.

There are multiple mechanisms of eucaryotic cell death reported in the literature. Historically, 3 different categories of cell death were distinguished: apoptosis, autophagy, and necrosis. A recent nomenclature committee published recommendations that considers not only morphological characteristics but also molecular mechanisms of regulated death cell (24, 25). This resulted in identification of new categories of regulated cell death as well as in distinction of apoptosis due to intrinsic and extrinsic mechanisms and distinction of necrosis to necroptosis, pyroptosis, and ferroptosis. Of importance is that extrinsic apoptosis and necroptosis involve multiple receptors (24), referred to in this study as the apoptosis/TNF receptors, which were found to be the ESKD risk–associated circulating proteins. Unfortunately, the DAVID software had limited abilities to differentiate among the new subcategories of regulated cell death. In 3 recent reviews, the importance of different subcategories of necrosis — i.e., necroptosis, pyroptosis, and ferroptosis — were emphasized as possible mechanisms of the development and progression of kidney diseases (26–28). A few recent publications reviewed the role of regulated cell death in DKD (29, 30). Most of the cited research was derived from cellular or animal studies; there has not been much research done on this topic in humans.

The findings and conclusions of the current study differ from those in one of our previous targeted SOMAscan proteomics studies (7). In that study, which focused on inflammatory proteins (*n* = 194), we identified a set of 17 circulating proteins we referred to as the kidney risk inflammatory score (KRIS) that were strongly associated with ESKD risk. Six of these circulating proteins were TNF receptors. We demonstrated that the elevated concentrations of these KRIS proteins in the circulation were not related to retention due to impaired kidney function. In addition, analysis of bulk RNA-Seq data from dissected tubules and glomeruli from kidney biopsies of individuals who had different stages of DKD revealed no statistically significant differences in expression of genes encoding the KRIS proteins. These findings led us to postulate that elevated levels of KRIS proteins in circulation were derived from overproduction of these proteins in organs other than the kidneys. In the present study, we used more advanced snRNA-Seq to profile gene expression in specific kidney cell types, and we found significant overexpression of genes encoding apoptosis/TNF receptor proteins in injured versus healthy proximal tubule cells. Notably, when we analyzed all proteins measured by SOMAscan platform in our previous studies (10), we found 40 circulating proteins (including the KRIS proteins) that were associated with ESKD risk but did not enrich inflammatory pathways and, instead, only enriched the apoptosis/TNF receptor signaling pathways.

Previously, by comprehensively studying the association between known circulating TNF superfamily ligands and receptors (25 proteins) and the development of early progressive kidney decline in T1D, we observed profiles of 16 circulating TNF receptors associated with early progressive kidney decline that resembled profiles observed in autoimmune disorders (16). This study, which expands the previous study into T2D and measured 430 additional circulating proteins, confirmed the previous fundings but added 30 more circulating proteins strongly associated with the development of ESKD. The analogy with autoimmune disorders, however, was not confirmed in pathway analysis when all 46 proteins were included. This hypothesis, although intriguing, needs to be investigated in follow-up studies of individuals with autoimmune disorders.

In the interpretation of the findings of this study, strengths of the study design should be emphasized. First, the prospective study design and the size of the study groups were appropriate for a comprehensive assessment of associations between multiple circulating proteins and risk of fast progression to ESKD using OLINK platform. Second, it is important to note that the findings are derived from follow-up observations of individuals with T1D and T2D who had normal or mildly impaired kidney function at baseline and developed ESKD during 3–15 years, representing so-called fast decliners (2). Third, the OLINK assays for quantification of circulating proteins were specific and precise. Specifically, we obtained more precise measurements of several TNF receptors as well as other proteins in comparison with SOMAscan measurements.

The following limitations should also be noted. The generalization of our findings is uncertain to individuals with diabetes who are at risk of the development of ESKD as a result of slow kidney function decline, which required 15–40 years of follow-up (2). Our etiological “escape” hypothesis needs to be examined further in animal studies and clinical trials. Also, the prognostic models that included “apoptosis score” should be validated in other cohorts.

Finally, there are several questions that this study did not answer. First, we did not establish the role of the 26 other circulating proteins associated with ESKD risk. This study measured concentrations of circulating proteins only at baseline. Therefore, it is not known whether elevated concentrations of these proteins were in existence from the onset of diabetes or whether they were induced subsequently and in what order; the apoptosis/TNF receptor proteins first and the other proteins later. Answering this question could help to establish which proteins were the possible initiators and which ones the consequences of the disease process that underlie the development of ESKD. Indeed, we recently reported that short-term changes in concentrations of circulating proteins, including those associated with activation of apoptotic processes/TNF receptor signaling pathways, enhanced prediction of fast development of ESKD. Second, in the current OLINK study as well as in the previous SOMAscan study, we found elevated levels of apoptosis/TNF receptor proteins predicting ESKD risk; however, there was lack of elevated concentrations of ligands (chemokines/cytokines) for these receptors as predictors of ESKD risk. It is unclear whether this negative finding has biological significance or if it is a result of a very low concentration of certain ligands in circulation and OLINK as well as SOMAscan assays were unable to measure them. Third, we did not establish whether there are additional sources of elevated concentrations in circulation of the ESKD risk–associated proteins. This study examined only 2 possible hypotheses. Other organ tissues should be examined particularly to establish the sources for the elevations of the other 26 proteins. Fourth, although many proteins associated with the development of ESKD in individuals with DKD found in our studies overlapped with circulating proteins associated with progressive kidney function decline in general populations, it is not clear whether the same pathways are enriched in kidney disease due to different causes. It is of interest to point out that circulating proteins found to be associated with sickle cell–related kidney disease (Figure 2B) and measured by OLINK platform did not enrich the apoptosis/TNF-receptor signaling pathways found in our study (18).

In conclusion, there are many circulating proteins that predict risk of the development of ESKD in diabetes. The number of these proteins will continue to increase as the number of proteins examined on high-throughput proteomics platforms increases. However, many of these proteins are highly intercorrelated and represent the same underlying disease processes or their consequences. Using the functional annotation clustering in DAVID software, we identified apoptosis processes and TNF receptor signaling pathways as possible disease processes related to fast development of ESKD. Further research is needed to validate our findings. This should lead to the development of new therapies that will target specific disease-related pathways and the discovery of effective biomarkers to screen for individuals at risk of the development of ESKD.

## Methods

### Sex as a biological variable.

Our study examined males and females; similar findings are reported for both sexes.

### Study design.

Participants for this research were selected from among 3,500 individuals who were enrolled into the JKS between 1991 and 2009 and were followed until 2016. Instead of studying whole cohorts, we conducted 2 nested case-control studies of about 200 individuals each. This approach significantly reduced the number of individuals for whom costly proteomics measurements were performed. Description of the JKS, selection of individuals, and detailed protocols used are provided in Figure 1 and in Supplemental Methods.

### Selection of individuals for current nested case-control studies.

The current research consists of 2 case-control studies nested in the JKS cohort; one included individuals with T1D and Macro-albuminuria (T1D study exploratory panel) and the other included individuals with T2D and Albuminuria (Macro and Micro) (T2D study validation panel) (Figure 1). Individuals for the T1D nested case-control study were selected from among 522 T1D individuals with Macro-albuminuria enrolled into the JKS. We selected as cases individuals (*n* = 103) who had baseline eGFR ≥ 45 mL/min/1.73 m^2^ and progressed to ESKD during 7–15 years of follow-up. As controls for these cases, we randomly selected 93 individuals from those who had Macro-albuminuria and eGFR ≥ 45 mL/min/1.73 m^2^ at baseline but did not progress to ESKD during the follow-up. This nested case-control study was used previously to examine the association of 25 specific TNF receptor–related proteins with risk of ESKD (16). Individuals for the T2D nested case-control study were selected from among 658 individuals with albuminuria who participated in the JKS. From among those individuals, we selected those (*n* = 40) who had baseline eGFR ≥ 45 mL/min/1.73 m^2^ and progressed to ESKD during 7–15 years of the follow-up as cases. As controls, we randomly selected 163 individuals from those with baseline Albuminuria and eGFR ≥ 45 mL/min/1.73 m^2^ who did not progress to ESKD during the follow-up. All relevant clinical and research data as well as baseline plasma specimens archived in –85°C for individuals selected for the studies, previously collected during the Joslin Kidney Study, were available for this research.

### Proteomics platform.

The OLINK Proseek Multiplex panels were used to measure proteins in archived plasma samples using qPCR through PEA technology (6). In total, we measured 455 proteins contained on 5 OLINK panels: Cardiovascular II, Cardiovascular III, Development, Neurology, and Oncology II. The measurements were performed at the OLINK laboratory and were presented as relative values (Normalized Protein Expression [NPX]) on a log_2_-scale. Quality control (QC) was performed in 2 steps: (a) each sample plate was evaluated on the SD of the internal controls, and (b) the quality of each sample was assessed by evaluating the deviation from median value of the internal controls. Proportions of samples passing QC were 92%–100% and 96%–100% in T1D and T2D studies, respectively. Average intraassay percentages of coefficients of variation in T1D and T2D studies were 4%–21% and 11%–18%, respectively. 

### Pathway analyses.

For pathway enrichment analysis of the differentially expressed proteins, we applied the DAVID 6.8. The significant proteins were submitted to the software, and all the measured proteins annotated in the databases were considered as the background proteins. Enriched pathways in the DAVID databases (e.g., GO, KEGG, REACTOME pathways and UniprotKB Keywords) were clustered into functional categories using DAVID functional annotation clustering (31). The enrichment score of each clustered group was calculated by the geometric mean (in –log scale) of the Expression Analysis Systemic Explorer (EASE) scores (modified Fisher exact *P* values) (32) associated with the enriched annotation terms that belong to the gene group (31). The enrichment scores were used to rank their biological significance, and a higher score for a group indicates that the group members are enriched. For each cluster, pathways with EASE scores of *P* < 0.01 are shown in the figure as significantly enriched database-specific pathways in the databases.

### Sequencing of mRNA from peripheral WBC.

Peripheral blood was collected from a subset of individuals enrolled in the JKS (23 T1D and 48 T2D) using PAXgene Blood RNA tubes (2.5 mL whole blood) (PreAnalytiX) and were stored at –85°C until analysis. Total RNA was isolated using the PAXgene RNA kit according to the manufacturer’s protocol. The quality and integrity of the isolated RNA was evaluated using the 2100 Bioanalyzer platform with Agilent RNA 6000 Nano Kit (Agilent Technologies). RNA samples were submitted to the High-Throughput Genomics Shared Resource at the Huntsman Cancer Institute at the University of Utah for library preparation and sequencing. RNA-Seq libraries were prepared using the Illumina Stranded Total RNA Library Prep with Ribo-Zero Plus Kit. Pooled libraries were sequenced across an S4 flow cell on a NovaSeq 6000 (Illumina) using the NovaSeq S4 Reagent Kit v1.5, targeting a median sequencing depth of 2,500 million 150 bp paired-reads per lane, and demultiplexed FASTQ files were generated. Sequencing reads were then aligned to the GRCh38/hg38 reference genome using STAR-2.7.6a (33). Read pairs mapping to genes annotated using Ensembl release 102 were counted using featureCounts v1.6.3 (34). Differentially expressed genes (DEGs) between individuals who did and did not progress to ESKD during follow-up were determined using the R software packages, hciR and DESeq2 (35). A Bonferroni-adjusted *P* < 0.05 was used as the significance threshold to determine DEGs.

### Single-cell sequencing of kidney cells.

snATAC-Seq quantifies chromatin accessibility in individual cells. These technologies can interrogate transcriptional and chromatin accessibility states and signaling pathways in multiple cell types in health and disease. We downloaded a previously published single-cell atlas of DKD to compare cell-specific DEGs and differentially accessible chromatin regions (DAR) for genes encoding our circulating ESKD risk–associated proteins (19–21). The snRNA-Seq and snATAC-seq libraries were generated from kidney cortex samples obtained from 6 control adults and 7 with DKD. These individuals ranged in age from 50 to 78 years (median 57 years) and included 7 men and 6 women. Mean eGFR of DKD donors (66 ± 25 mL/min/1.73 m^2^) and control samples (74 ± 15 mL/min/1.73 m^2^) was not statistically different. Two donors with DKD had mild to moderate proteinuria and moderate interstitial fibrosis and glomerulosclerosis identified on histology. Cell-specific DEG and DAR for VCAM1^+^ proximal tubule cells (PT_VCAM1) compared with control proximal tubule were downloaded from ref. 19 and intersected with our list of 46 circulating ESKD risk–associated proteins or a list of hallmark apoptosis genes (*n* = 205) obtained from the msigdbr R package (v7.5.1) (20). For the correlation between genes encoding the 46 circulating proteins and apoptosis genes, we downloaded the aggregated snRNA-Seq seurat object from a publicly available website on cellxgene (https://cellxgene.cziscience.com/collections/b3e2c6e3-9b05-4da9-8f42-da38a664b45b). The snRNA-Seq RNA assay was log-normalized using the NormalizeData function in Seurat (v4.1.0). Hallmark apoptosis was summed for each PT_VCAM1 cell and divided by the total number of transcripts per cell to create an apoptosis index. We computed a Pearson correlation between the apoptosis index and transcript counts for genes encoding the 46 ESKD risk–associated proteins using the rcorr function in the Hmisc R package (v4.7.0) and visualized results using ggplot2. We imputed missing expression data using Markov Affinity-based Graph Imputation of Cells (MAGIC) (36) and performed the same correlation analysis with the imputed data. Subsequently, we used a linear mixed effect model to quantify the effect size for all protein-coding genes in a linear regression model using apoptosis index as the dependent variable. A mixed effect for each sample was used to control for nonindependence of single-cell measurements within each donor using the lmer package in R (37). We computed a density estimate of the gene effect sizes to compare all protein-coding genes to the subset of 46 circulating proteins.

### Statistics.

Baseline characteristics were presented as median and interquartile range or number and percent, as applicable. To correct for multiple testing, Bonferroni-adjusted *P* values were calculated from 455 proteins in T1D and from the selected proteins in T2D, respectively. Bonferroni-adjusted *P* < 0.01 was considered statistically significant for investigating proteins in T1D and T2D. To consider the intervariation between batches, we applied batch-specific quartiles to proteins in each batch. Univariate and multivariable logistic regression models were used to estimate the effect of proteins on the onset of ESKD within 15 years. Multivariable models were adjusted for baseline eGFR, urinary ACR, HbA_1c_, and study indicator (T1D or T2D) in the combined studies of T1D and T2D. Heterogeneity of the effects of proteins on onset of ESKD between the studies were assessed by random effects model using I², after adjusting for eGFR, ACR, and HbA_1c_ in each study.

We examined to what degree the proteins could improve prediction of onset of ESKD within 15 years. We applied LASSO logistic regression for protein selection by batch-specific quartiles using glmnet R package. This method penalized the sum of the absolute values of the regression coefficients, leading to some coefficients shrinking to zero and thus simultaneously performed variable selection (38). A penalty factor for penalized maximum likelihood estimation was chosen by 10-fold cross-validation at its minimum level. We developed an apoptosis score with the selected proteins through LASSO, using a logistic regression model of onset of ESKD within 15 years. The apoptosis score was computed as a sum of levels of the contributing proteins with batch-specific quartiles weighted by their β coefficients, according to the following formula:

Apoptosis score = β_A_ × A + β_B_ × B + β_C_ × C + …

Model performance was evaluated in risk discrimination with c statistic. In addition, 2 alternative measures of risk discrimination were calculated: one is the category-free net reclassification index (NRI) (39), and the other is the relative integrated discrimination improvement (rIDI) (40). The analyses testing the improvement in predictive performance were computed using logistic regression models with methods developed by Kennedy and Pencina (40).

To examine possible determinants of variation of the apoptosis score, we estimated the OR for onset of ESKD within 15 years according to the apoptosis score, regarded as a categorical variable, by its quartiles without and with adjustment for relevant covariates pattern 1 (eGFR, ACR, and HbA_1c_) and 2 (1 + Age and Systolic blood pressure) among all individuals in the combined studies. Cumulative incidence of ESKD according to the quartiles of apoptosis score was examined using time-to-event analysis. Two-sided *P* < 0.05 was considered as statistical significance through the analyses. All analyses were performed by SAS 9.4 (SAS Institute Inc.), Stata 15 (StataCorp.), and R version 4.0.3 (R Core Team [2020]).

### Study approval.

The Joslin Diabetes Center Committee on Human Studies approved the informed consent, recruitment, and examination procedures for the JKS.

### Data availability.

The datasets that support the findings of this study are available in a deidentified manner for collaborative research from the corresponding author upon request. The RNA-Seq data discussed in this publication have been deposited in National Center for Biotechnology Information’s (NCBI’s) Gene Expression Omnibus (GEO) and are accessible through GEO series accession no. GSE271708 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE271708). The code for statistical analysis of single-cell data is publicly available in GitHub at the following link: https://github.com/p4rkerw/Ihara_JCI_Insight_2024 (ID: 7cf969af956ca3dbaca3b35e92f205d34c0f55f7).

## Author contributions

KI contributed to design of the study, contributed to the proteomic data collection in the JKS, performed data analysis, and wrote the first revision of the manuscript. BK, ES, HK, ZIMD, and JR, contributed to collection of data in the JKS, implementation of experiments/measurements, and analysis of data and reviewed the manuscript. PCW and BDH analyzed and interpreted the results of snRNA-Seq and contributed to the editing of manuscript. JW and KD, contributed to interpretation of the results and to the editing of the manuscript. JMD contributed to interpretation of the results of pathway analysis and reviewed the manuscript. MAN, AD, and RGN contributed to interpretation of the results and to the editing of the manuscript. MGP is responsible for sequencing of RNA of peripheral WBC, interpretation of the results, and editing of the manuscript. ASK designed and supervised the study implementation, planned and contributed to the data analysis, contributed to interpretation of the results, and contributed to the manuscript writing.

## Supplementary Material

Supplemental data

Supporting data values

## Figures and Tables

**Figure 1:**
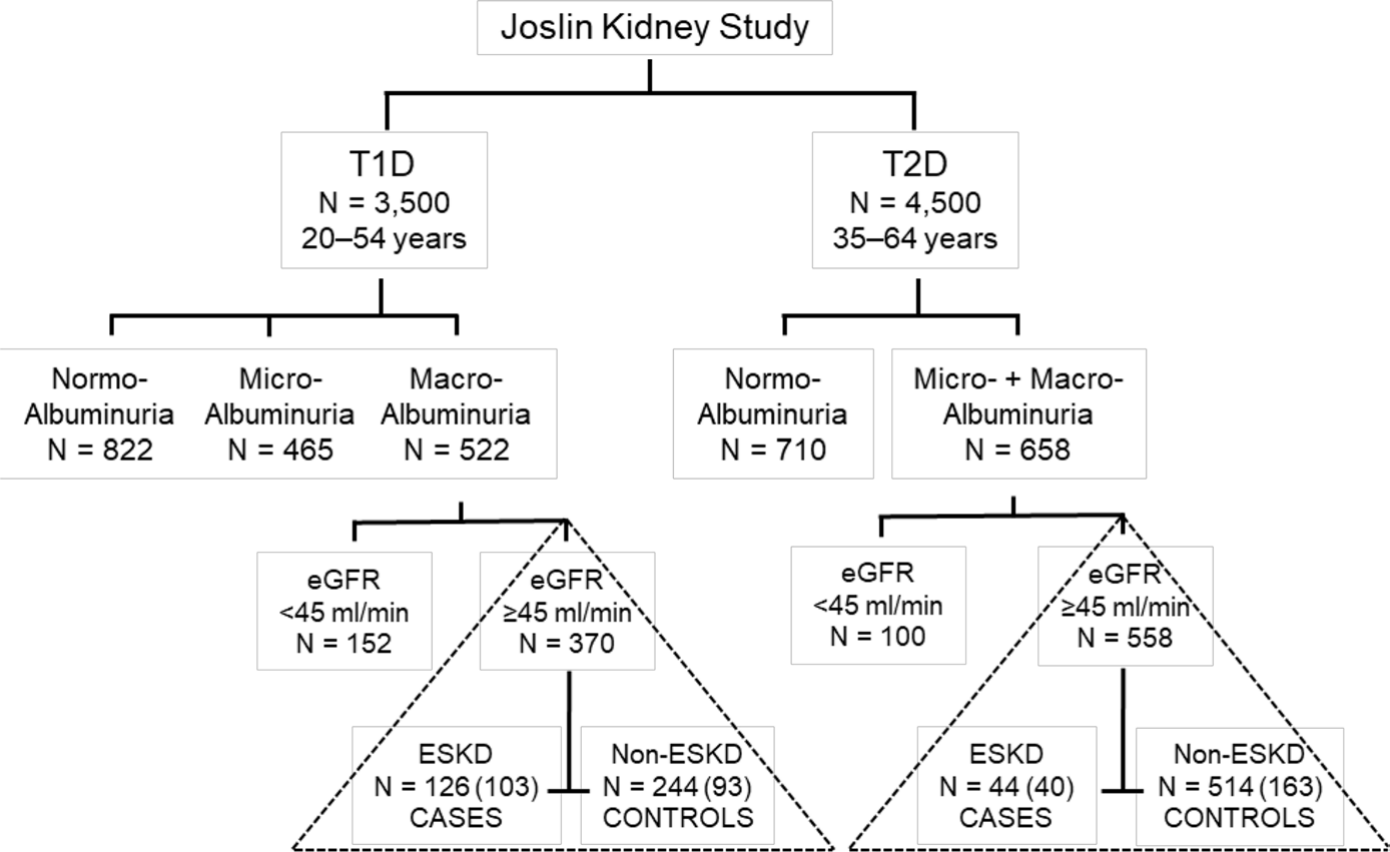
Selection of individuals for the 2 nested case-control studies. The Joslin Kidney Study (JKS) enrolled 370 individuals with T1D with baseline Macro-albuminuria and eGFR ≥ 45 mL/min/1.73 m^2^. During 7–15 years of follow-up, 126 of these individuals developed end-stage kidney disease (ESKD) (cases) and 244 did not (controls). For the current study, 103 cases were available and 93 controls were selected randomly. The JKS enrolled 558 individuals with T2D with baseline Micro- and Macro-albuminuria and eGFR ≥ 45 mL/min/1.73 m^2^. During 7–15 years of follow-up, 44 of these individuals developed ESKD and 514 did not. For the current study, 40 cases were available and 163 controls were selected randomly.

**Figure 2:**
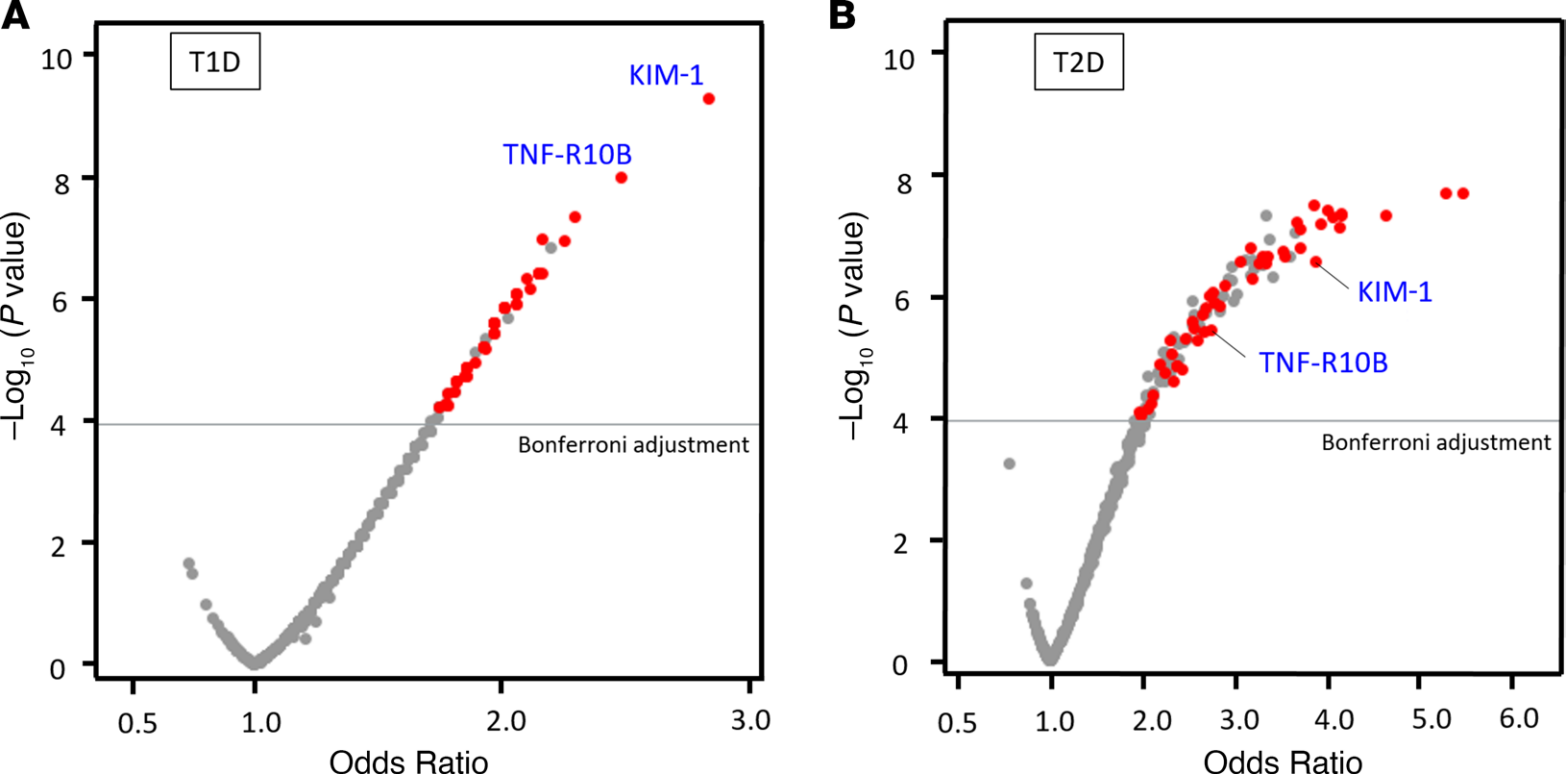
Associations between 455 proteins and development of ESKD. Volcano plots of OR for the development of ESKD for 455 proteins in T1D study (**A**) and in T2D study (**B**). Using Bonferroni-adjusted *P* values, 46 proteins were statistically significant for association with fast development of ESKD in both T1D and T2D studies. These proteins are shown in red.

**Figure 3:**
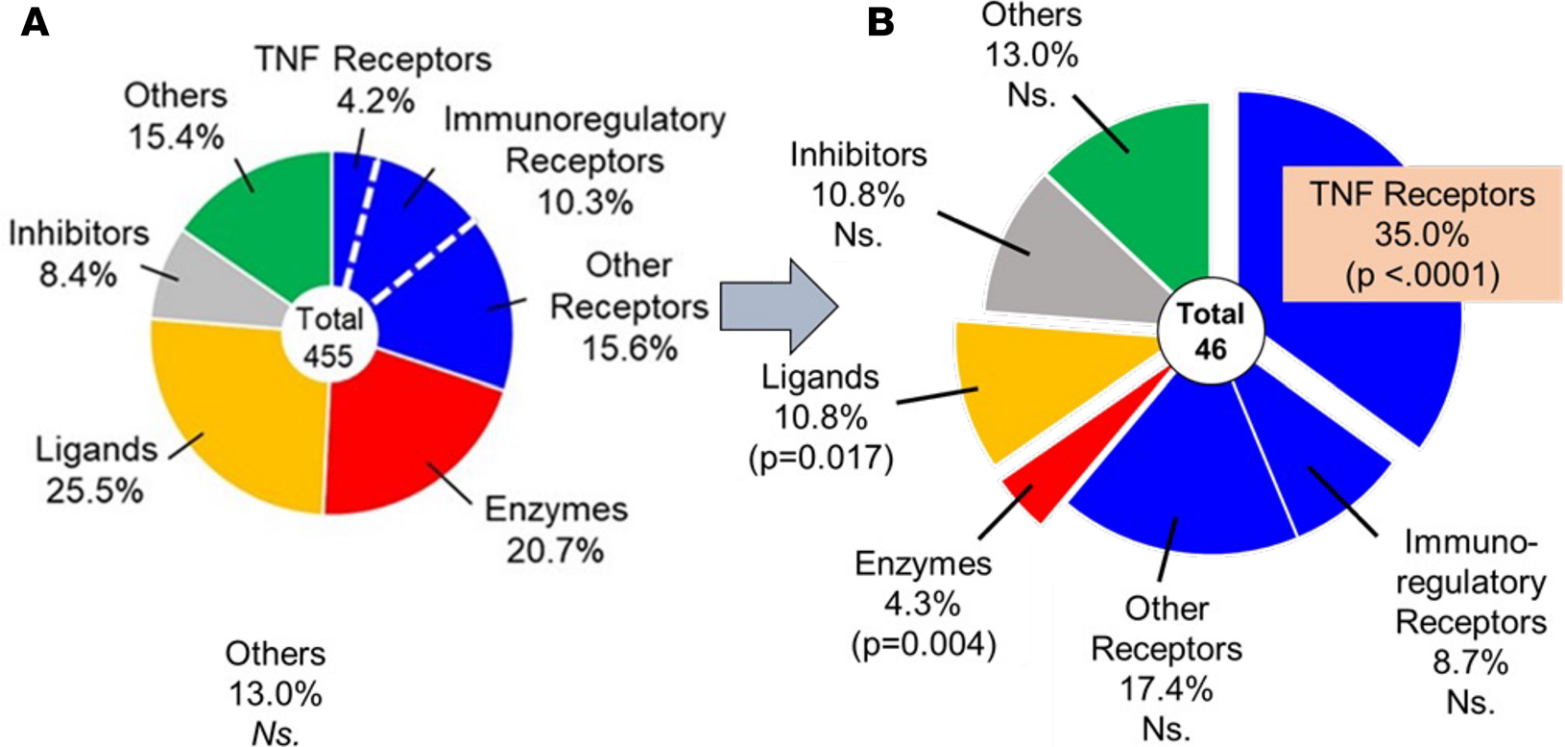
Distribution of proteins by functional categories in all examined proteins and proteins associated with development of ESKD. (**A**) In total, 455 proteins on the OLINK proteomics platform were used for the analysis. They were categorized based on protein function from literatures sources: TNF receptors, immunoregulatory receptors, other receptors, enzymes, ligands, inhibitors, and others. (**B**) Similarly, the 46 ESKD risk–associated proteins were categorized based on protein function as above. Proportion of proteins between the 2 sets were compared using a chi-square test.

**Figure 4:**
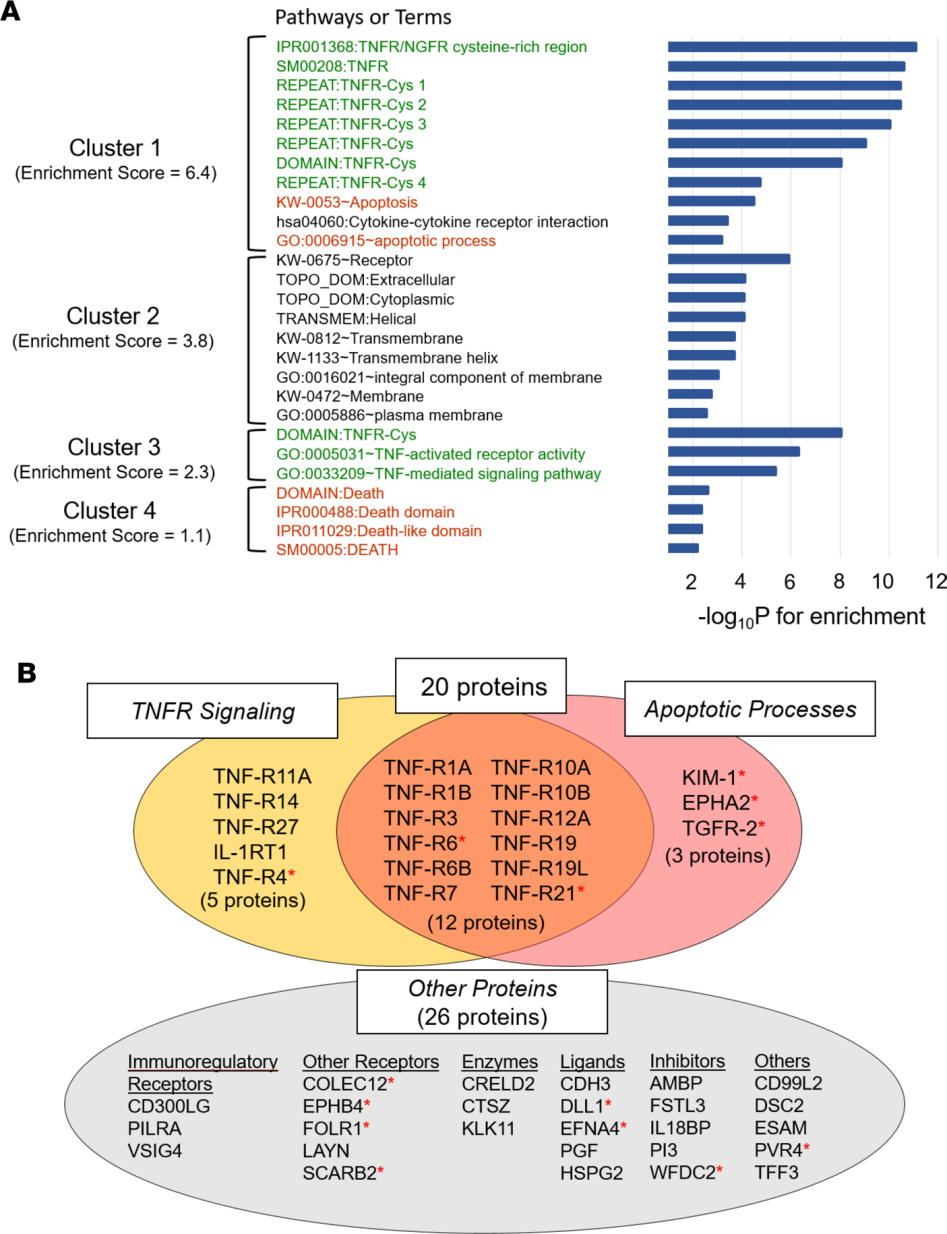
Results of pathway analysis of 46 ESKD risk–associated proteins. (**A**) Clusters of enriched pathways by 46 ESKD risk–associated proteins are shown. The functional annotation clustering in DAVID software (version 6.8) was applied for pathway enrichment analysis using the DAVID databases (e.g., GO, KEGG, REACTOME pathways and UniprotKB keywords). The results were obtained using 455 proteins measured on 5 OLINK panels. Similar results were obtained when all 1,012 proteins included in 11 OLINK panels were used as background (data not shown). The geometric mean (in –log scale) of the Expression Analysis Systemic Explorer (EASE) scores (modified Fisher exact *P* values) were used to rank their biological significance. Four clusters of pathways or terms with EAS E scores of *P* < 0.01 are shown in the figure as statistically significant. More detailed results are shown in Supplemental Table 2. Result of similar analysis for SOMAscan data are shown in Supplemental Figure 3. (**B**) Venn diagrams of 46 ESKD risk–associated proteins grouped according to enriched pathways are shown. Twenty proteins referred to as apoptosis/TNF receptor proteins were enriching pathways in clusters 1, 3, and 4 in **A**. Twenty-six other proteins did not enrich any known pathway. However, 8 of these proteins and all 20 apoptosis/TNF receptor proteins were enriching pathways included in cluster 2 referred to as receptors and membrane proteins. Asterisks indicate proteins found to be associated with sickle cell related kidney disease (18).

**Figure 5:**
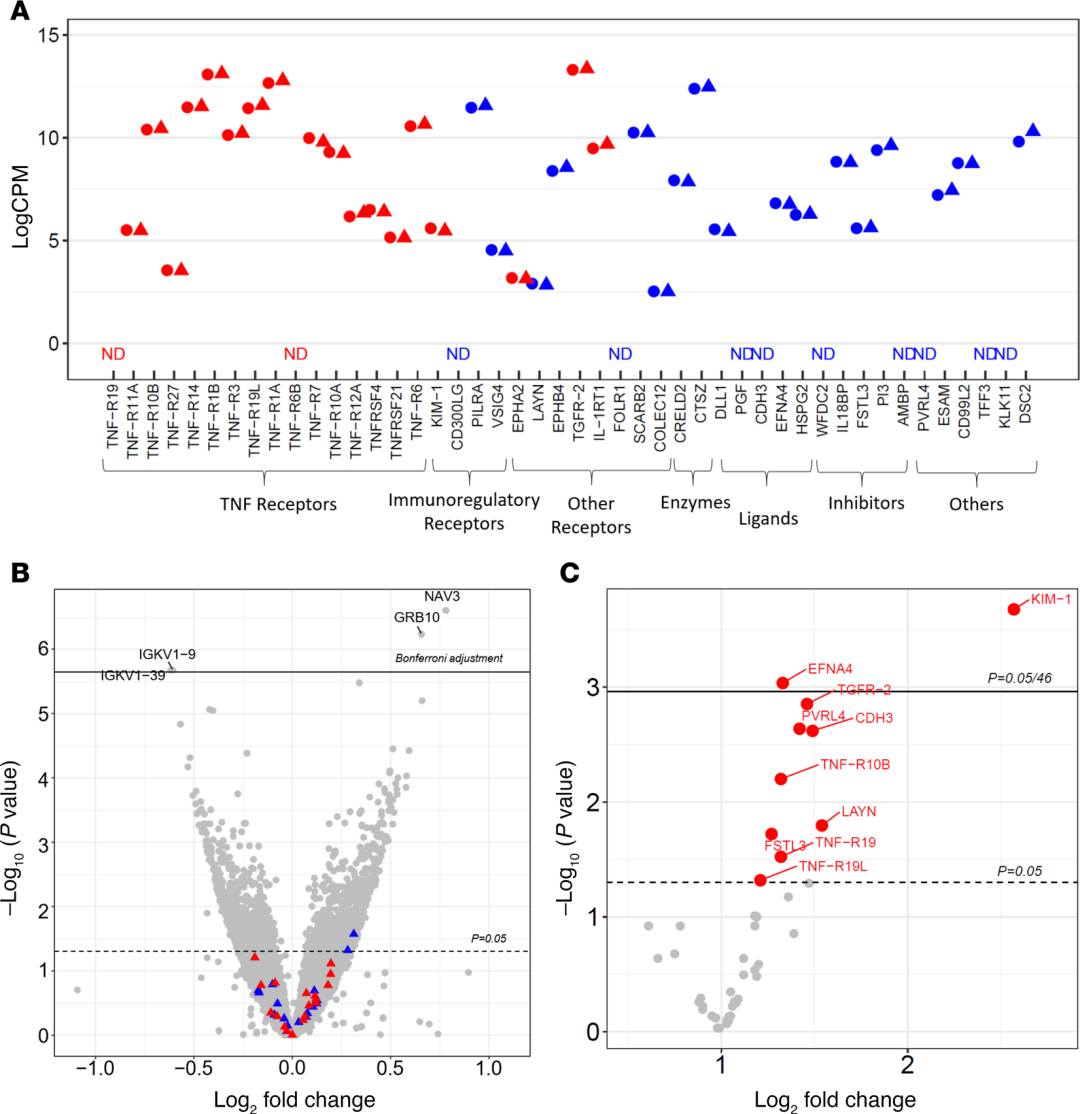
Comparison of expression of 46 genes encoding ESKD risk–associated proteins in circulating WBC and concentration of these proteins in plasma obtained at baseline in individuals who did develop (16 cases) and did not develop ESKD (55 controls) during 7–15 years of follow-up. Clinical characteristics of cases and controls are shown in Supplemental Table 3. (**A**) Comparison between cases (triangles) and controls (circles) of mean expression levels of mRNAs in WBC of genes encoding for the 46 ESKD risk–associated proteins. Genes encoding 20 apoptosis/TNF receptor proteins are indicated in red, and genes encoding 26 other proteins are indicated in blue. ND, not detected. (**B**) Volcano plot of log_10_ of *P* value against log_2_ of fold change of expression of 22,121 genes detected in WBC in cases over controls. No gene was found to be differentially expressed in WBC among these 2 groups following multiple testing correction (Bonferroni-adjusted *P* < 2.26 × 10^–6^). Red triangles indicate genes encoding for apoptosis/TNF receptor proteins. Blue triangles indicate genes encoding for other proteins. (**C**) Volcano plot of log_10_ *P* value against fold change of 46 plasma concentration of ESKD risk–associated proteins in cases over controls. Out of 46 proteins, 10 were significantly upregulated in cases (in red).

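Marker genes of blood cell types, in lists fixed before the data were examined, differed between the groups in 3 lists by the directional test fry. With an estimated correlation camera called none. The lists were fixed with the paper at hand. Its Figure 5B, drawn from these libraries, already showed segments of the immunoglobulin variable list as lower in cases. The result of that list is thus not independent of Figure 5B, and the immunoglobulin lists are not separate results. All 8 eosinophil markers were higher in cases when adjusted over the list alone and 0 when adjusted over all genes, with a median log2 fold change of 0.80. They include SIGLEC8 (0.94), SMPD3 (0.85), IL5RA, the interleukin 5 receptor (0.77), and the prostaglandin D2 receptor gene PTGDR2 (0.60). Of 15 measured plasma cell and immunoglobulin constant genes, 15 were below 0 and 8 were lower when adjusted over the list alone (0 over all genes), with a median of −0.59. Among these were the constant regions IGHG3 (−0.92), IGLC2 (−0.67), IGKC (−0.64) and IGHM (−0.56). Of 95 measured immunoglobulin variable segments, 89 were below 0 and 29 were lower when adjusted over the list alone (0 over all genes), with a median of −0.56, and IGKV1D-39 had −1.43 and IGLV1-40 −0.78. The B cell genes had a median of −0.46, with CD79A at −0.53 and CD79B at −0.48, and 7 of 10 were lower when adjusted over the list alone (0 over all genes). The T cell genes had values below 0 in 13 of 13 (median −0.14, IL7R −0.25) and the neutrophil genes values above 0 in 12 of 12 (median 0.22, MMP25 0.37).
The mean log2 CPM of the eosinophil markers was 4.39 ± 0.89 (SD, n = 16) in cases and 3.67 ± 0.87 (SD, n = 55) in controls (two-sided permutation test with 100000 resamples, adjusted p = 0.0212 over 12 lists, 11 of 16 cases above the control median). The same test gave a difference of −0.58 for plasma cell and immunoglobulin constant genes (adjusted p = 0.0184, 13 of 16 cases below the control median), −0.45 for the variable segments (adjusted p = 0.0184, 12 of 16 below) and −0.42 for B cell genes (adjusted p = 0.0507, 13 of 16 below). Fry gave an adjusted p of 0.0390 for the eosinophil list, 0.0339 for both immunoglobulin lists, 0.0852 for B cells, 0.187 for T cells and 0.290 for neutrophils. With camera, which sets a list against the other genes, these 6 lists passed at the preset correlation, but with an estimated correlation the adjusted p was 0.107 for the eosinophil and both immunoglobulin lists, 0.277 for B cells and 0.406 for T cells and neutrophils. With neutrophil, T cell and reticulocyte scores as covariates fry called none of these lists (adjusted p = 0.203 for eosinophils and 0.0889 for both immunoglobulin lists) while their medians stayed at 0.63 (eosinophil), −0.50 (constant) and −0.48 (variable), and with a B cell score as covariate, chosen after seeing the data, it again called none (adjusted p = 0.344 for eosinophils at a median of 0.75, and 0.376 for both immunoglobulin lists at medians of −0.32 and −0.27). When 1 case library was left out it called the immunoglobulin lists in 12 of 16 fits each and the eosinophil list in 7 of 16, and with 72 libraries it did not call the eosinophil list (adjusted p = 0.0574).

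**Figure D2:**
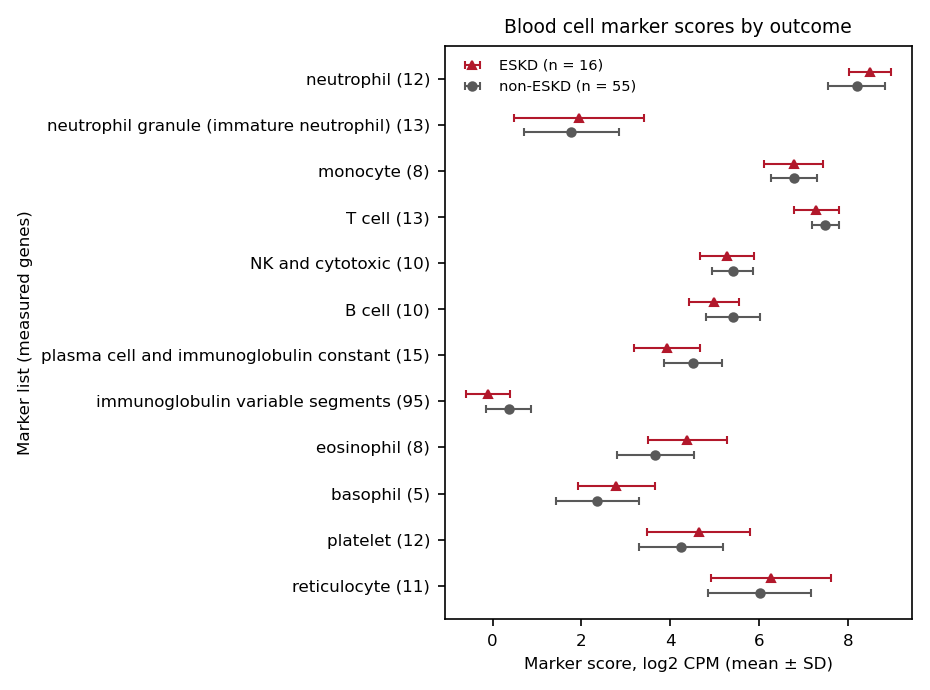
Marker scores of 12 blood cell lists (y axis, with the number of measured genes) in log2 CPM (x axis), as mean ± SD of the 16 cases (red triangles) and the 55 controls (grey circles). The eosinophil score is higher in cases (4.39 against 3.67) and the scores of the immunoglobulin lists are lower.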

**Figure 6:**
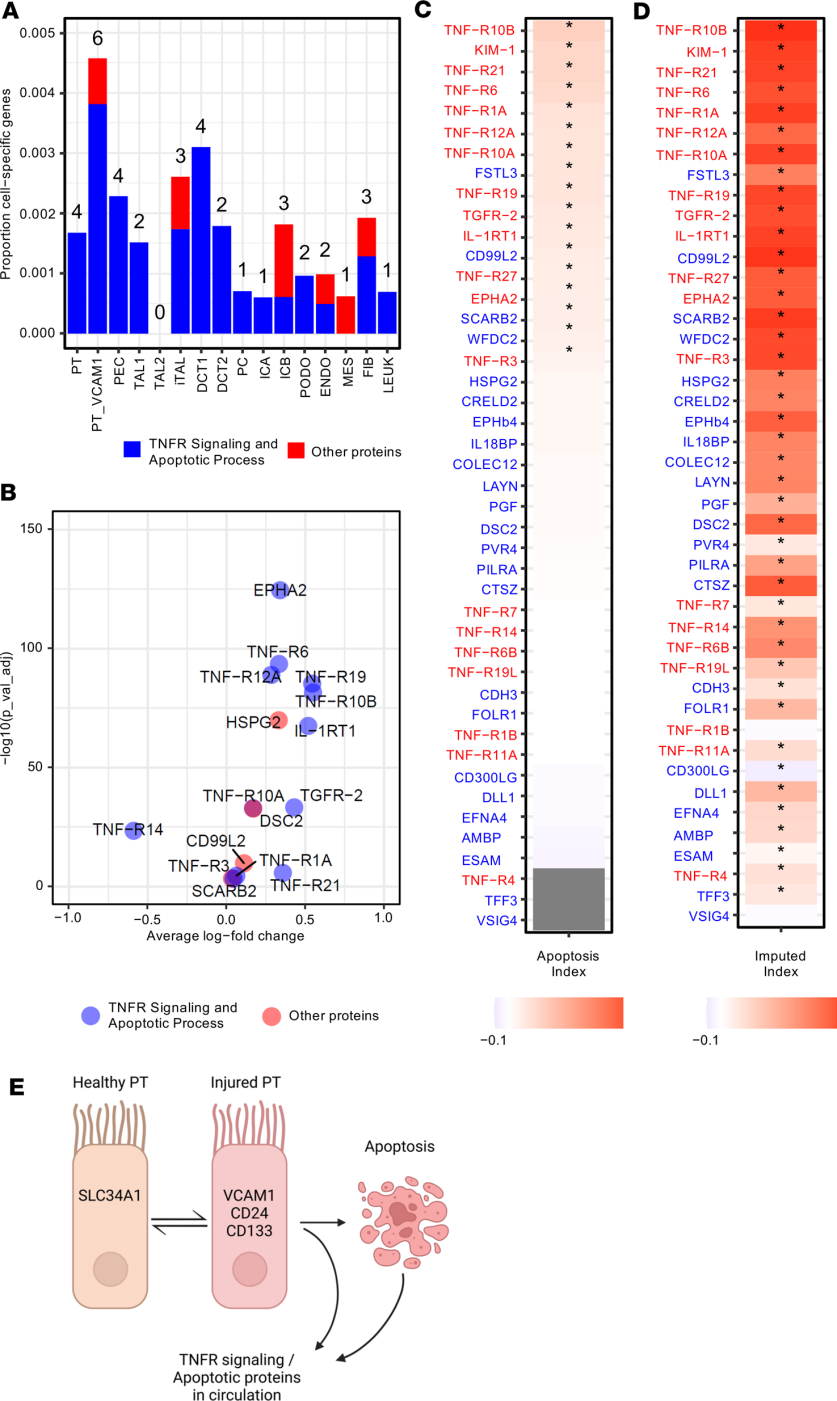
snRNA-Seq analysis and enrichment of apoptosis pathways and TNF receptor proteins in injured (PT_VCAM1) and control proximal tubule cells. Reanalyzed data from previous publication (19–21). The gene names for the proteins in the Figure are listed in Supplemental Table 1. (**A**) Cell-specific expression of gene encoding for 20 apoptosis/TNF receptor proteins and 26 other proteins among kidney cell types. Cell-specific genes were computed using the Seurat FindMarkers function comparing the indicated cell type to all other cell types using a Wilcoxon rank sum test with an adjusted *P* < 0.05 threshold. The intersection between cell-specific genes and the 20 apoptosis/TNF receptor proteins and 26 other proteins is displayed as a bar plot for each cell type. (**B**) Differential expression of genes encoding for 46 circulating ESKD risk–associated proteins in PT_VCAM1 versus control proximal tubule cells is shown. The *y* axis corresponds to a Benjamini-Hochberg adjusted *P* value and only 14 genes that meet the adjusted *P* value threshold (*P* < 0.05) are displayed. Blue circles indicate 11 apoptosis/TNF receptor proteins, and red circle indicate 3 other proteins. For this analysis, we analyzed 9,901 proximal tubule cells and 1,577 PT_VCAM1 cells. (**C**) Pearson correlation between an aggregate measure of Hallmark 205 apoptosis genes (apoptosis index) and genes encoding the 46 circulating ESKD risk–associated proteins was computed for the PT_VCAM1 cell state. Asterisks indicate genes that are significantly correlated with apoptosis index using an unadjusted *P* < 0.05. Genes that are filled gray were not detected in the snRNA-Seq dataset in the PT_VCAM1 cell state. Names in red indicate apoptosis/TNF receptor proteins. (**D**) Pearson correlation between an aggregate measure of hallmark 205 apoptosis genes (apoptosis index) and genes encoding the 46 circulating ESKD risk–associated proteins following imputation. See Supplemental Figures 1 and 2. (**E**) Escape hypothesis. Healthy proximal tubules express markers like SLC34A1 that mediate normal homeostatic functions. When proximal tubules are injured, they begin to express markers like VCAM1, CD24, and CD133 (21). The injured cells overexpressed genes encoding for the apoptosis/TNF receptor proteins, which are released into circulation. A subset of injured proximal tubule cells ultimately progress to apoptosis.

**Figure 7:**
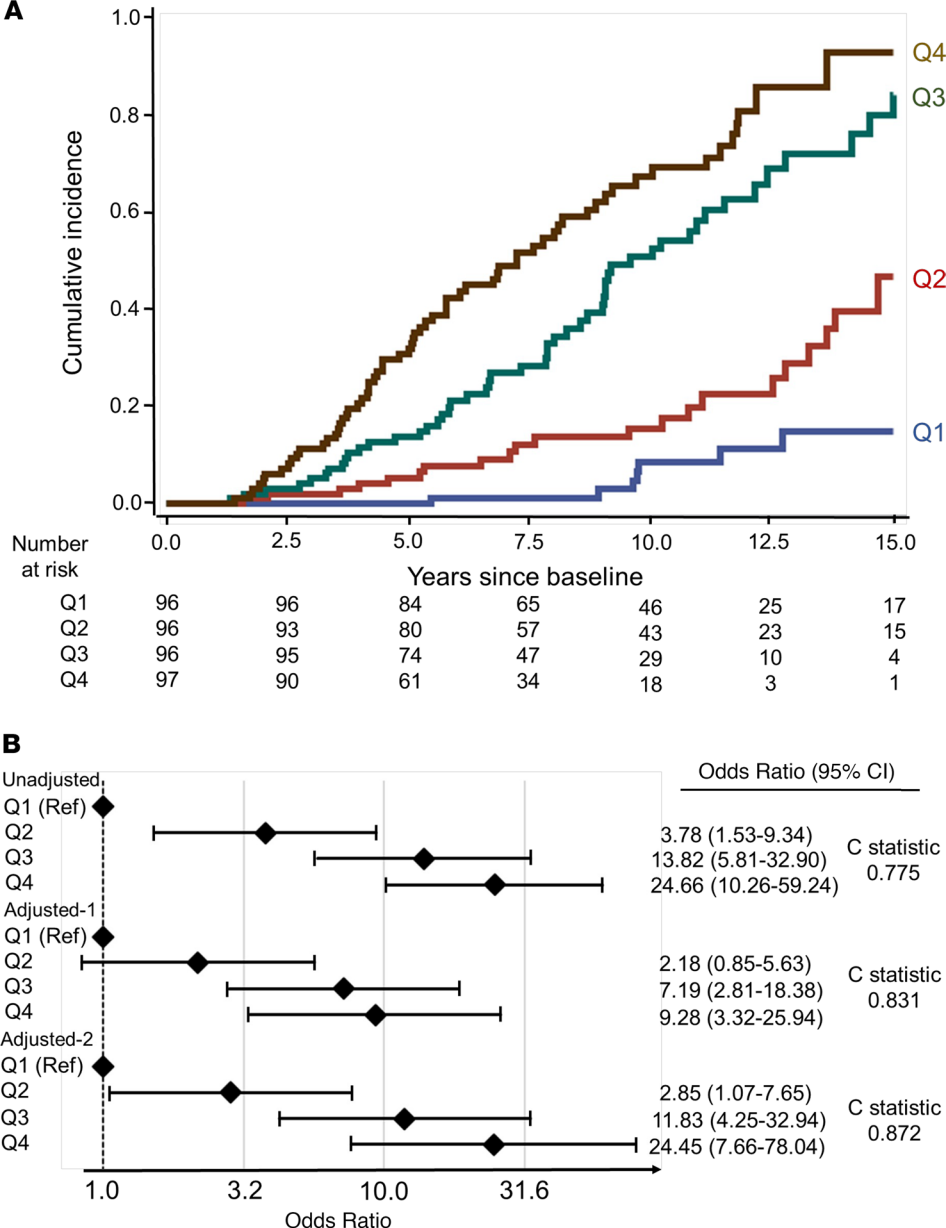
Risk of ESKD according to apoptosis score determined at baseline examination. (**A**) Cumulative incidence of ESKD during 15 years of follow-up according to quartiles of baseline apoptosis score. (**B**) ORs for 15-year risk of ESKD according to baseline quartiles of apoptosis score (score regarded as a categorical variable) without and with adjustment for relevant covariates: adjusted-1 (eGFR, ACR, HbA_1c_, and study indicator) and adjusted-2 (eGFR, ACR, HbA_1c_, age, systolic blood pressure, and study indicator). The ORs are represented on log_10_ scale.

**Figure 8:**
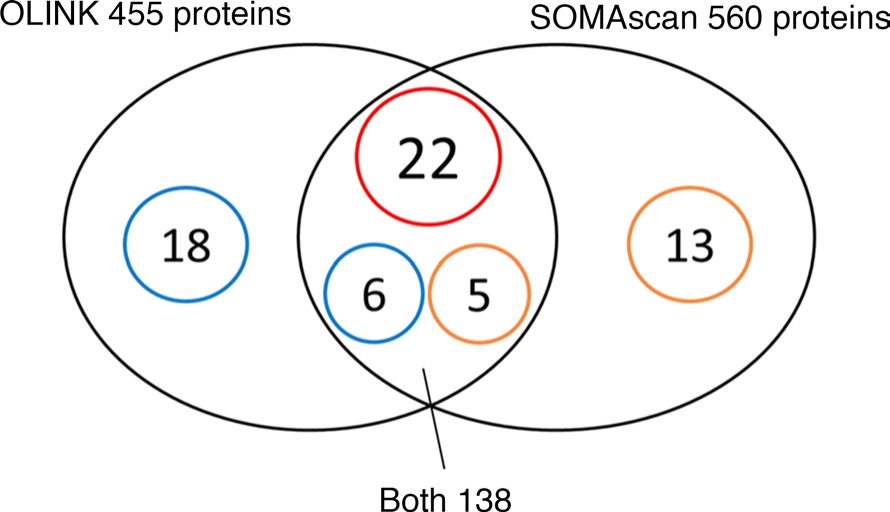
Venn diagram of overlapping proteins measured by OLINK and SOMAscan platforms. The small circles feature numbers of ESKD risk–associated proteins. Among 138 proteins measured by both platforms, there were 33 ESKD risk–associated proteins detected by 1 or both platforms. See more details about these proteins in Figure 9 below. Among proteins measured only on OLINK platform, 18 proteins were associated with ESKD risk. Among proteins measured only on SOMAscan platform, 13 proteins were associated with ESKD risk. Previously published results for SOMAscan measurements were used for comparisons (10).

**Figure 9:**
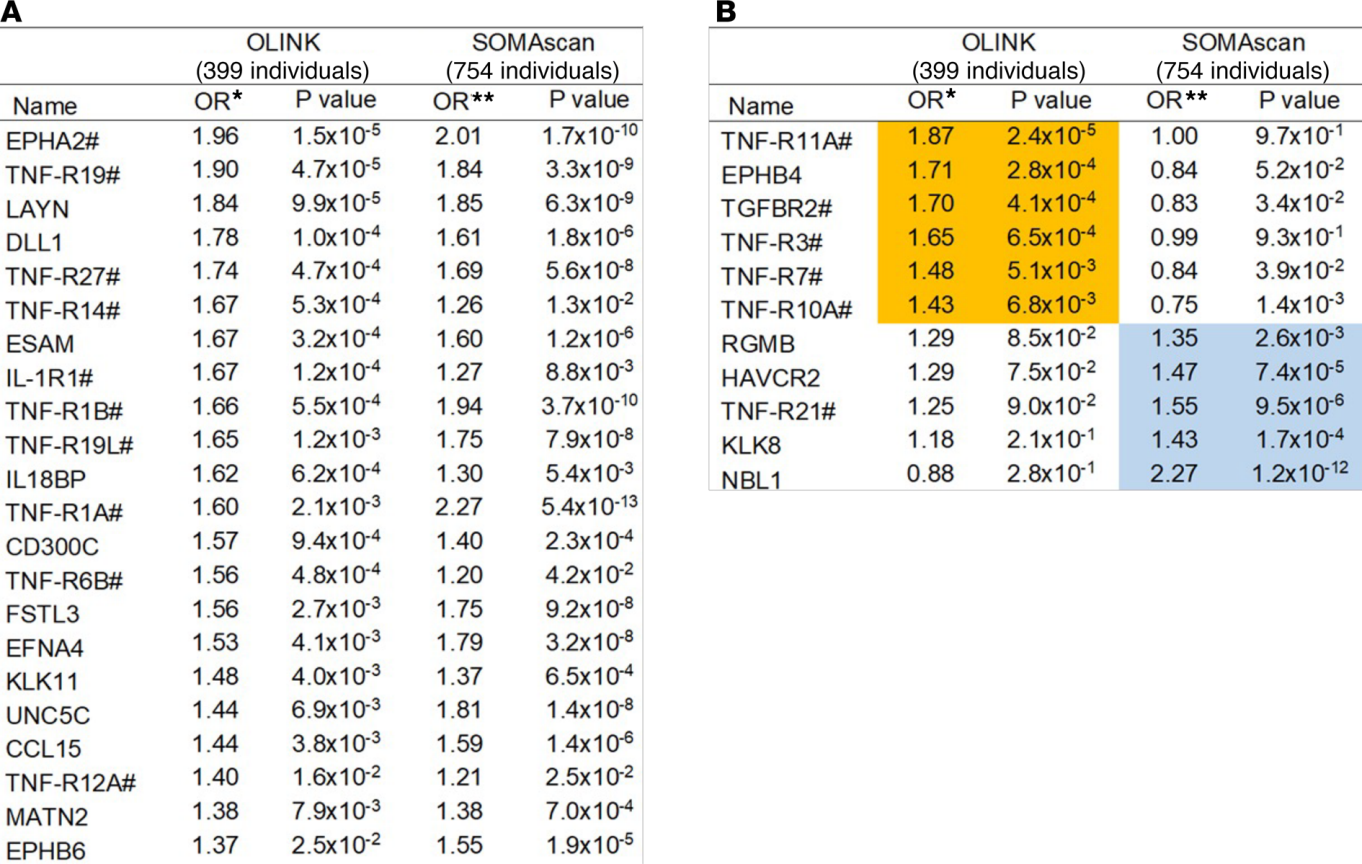
Names of ESKD risk–associated circulating proteins found using OLINK and SOMAscan proteomics platforms. (**A**) Proteins measured and associated with ESKD on both platforms. (**B**) Proteins measured on both platforms but associated with ESKD only on one platform. Asterisk indicates models adjusted for eGFR, ACR, HbA_1c_, and 2 study indicator. ORs for ESKD risk within 15 years are presented per 1 quartile increase in protein and ACR levels. Results obtained in the current study. Double asterisk indicates models adjusted for eGFR, log_2_ACR, HbA_1c_, and cohort indicator. ORs for onset of ESKD within 10 years are presented per 1 quartile increase in protein levels. Reanalyzed results from our previous publications are shown (10). ^#^Circulating proteins enriching apoptosis/TNF receptor signaling pathways. Proteins with orange showed strong association with ESKD risk only for OLINK measurements. Proteins with blue showed association with ESKD risk only for SOMAscan measurements.

**Table 2:**
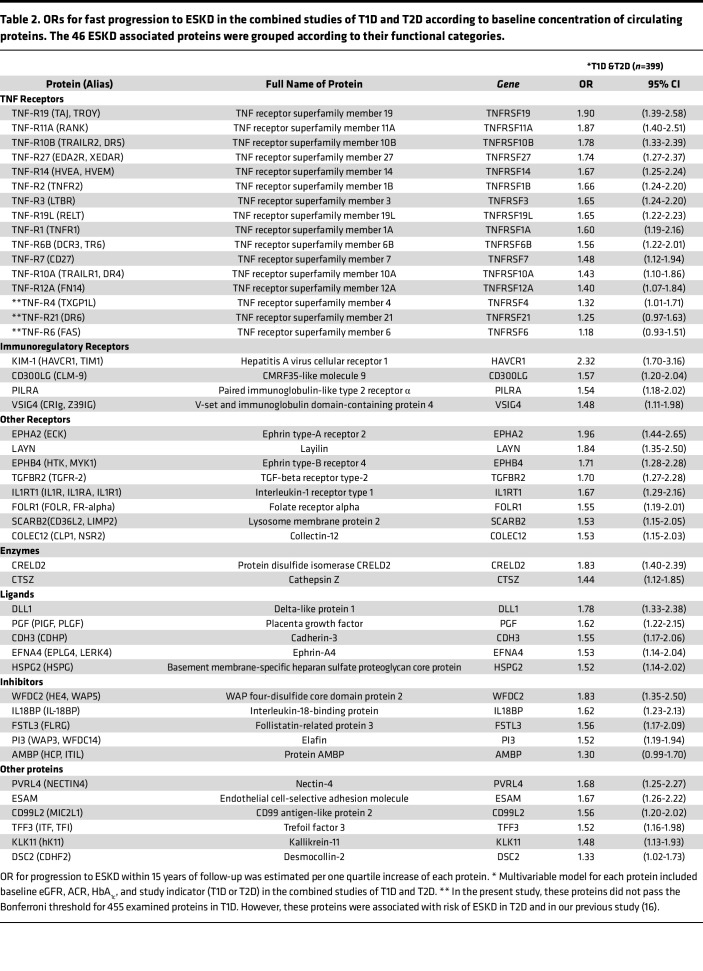
ORs for fast progression to ESKD in the combined studies of T1D and T2D according to baseline concentration of circulating proteins. The 46 ESKD associated proteins were grouped according to their functional categories.

**Table 1:**
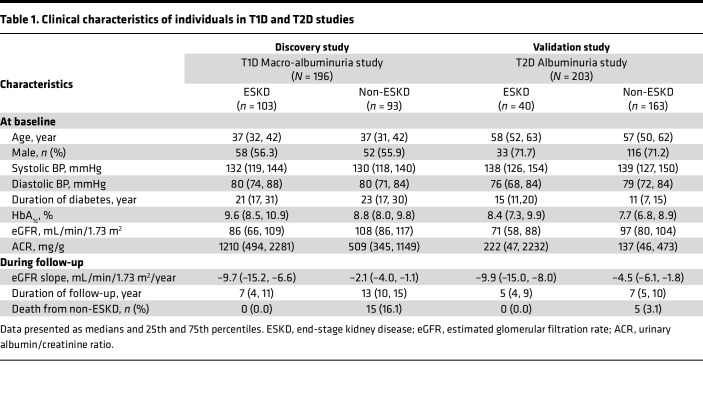
Clinical characteristics of individuals in T1D and T2D studies

**Table 3:**
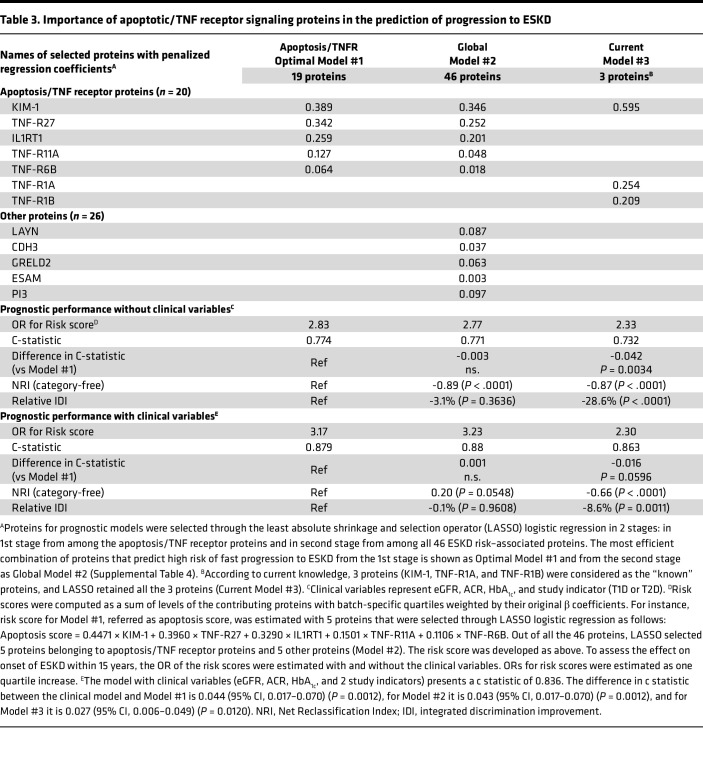
Importance of apoptotic/TNF receptor signaling proteins in the prediction of progression to ESKD

# Supplementary material for: Circulating proteins linked to apoptosis processes and fast development of end-stage kidney disease in diabetes
**Source:** JCI Insight. 2024 Oct 22;9(20):e178373. doi: 10.1172/jci.insight.178373
**Supplement:** Supplemental data

# Table of Contents for the Supplementary Material

## Appendix for methods

**Table S1.** ORs for fast progression to ESKD in T1D and T2D studies according to baseline concentration of circulating proteins. The 46 ESKD associated proteins were grouped according to their functional categories.

**Table S2.** Results of Pathway analysis for the 46 ESKD risk associated proteins measured by OLINK proteomics platform.

**Table S3.** Characteristics of study groups used for examination of mRNA expression in white blood cells of genes encoding 46 ESKD associated circulating proteins.

**Table S4.** Selection\* of prognostic models and their performances in predicting development of ESKD.

**Figure S1.** All protein coding genes were and their effect size on apoptosis index.

**Figure S2.** Differential chromatin accessibility of genes encoding for 46 circulating ESKD risk associated proteins in PT\_VCAM1 vs. control proximal tubule cells.

**Figure S3.** Pathway analysis for SOMAscan results. Reanalyzed data from our previous publication (S5).

## Appendix for methods:

Participants for this research were selected from among individuals who were enrolled in the Joslin Kidney Study (See **Figure 1**). Instead of studying whole cohorts, we conducted two nested case-control studies of about 200 individuals each. This approach significantly reduced the number of individuals for whom costly proteomics measurements were performed.

### Joslin Kidney Study (JKS)

The Joslin Clinic is a large 120-year-old referral center for treatment of individuals with diabetes. These individuals are mainly residents of Eastern Massachusetts and are referred to the Clinic because of type 1 diabetes (T1D) or type 2 diabetes (T2D) diagnoses. The majority are referred in early stages of diabetes and remain under the care of the clinic for a long time. The JKS is a longitudinal observational study that aims to investigate the determinants of, and

to describe the natural history of kidney function decline in, T1D and T2D in the Joslin Clinic population. The Joslin Diabetes Center Committee on Human Studies approved the informed consent, recruitment, and examination procedures for the JKS.

The JKS aimed to enroll all eligible participants with albuminuria and a similar number of individuals taken randomly from a much larger pool of eligible individuals with normoalbuminuria. The median values of albumin-to-creatinine ratio (ACR) from 2 or more consecutive urine samples obtained during the 2-year period preceding enrollment into the JKS were used to group participants into: Macro-Albuminuria ( $\text{ACR} \geq 300 \text{ mg/g}$ ), Micro-Albuminuria ( $30 \leq \text{ACR} < 300 \text{ mg/g}$ ), and Normo-Albuminuria ( $\text{ACR} < 30 \text{ mg/g}$ ) for purpose of selecting individuals into the JKS.

Briefly, 1,884 individuals with T1D were enrolled from among 3,500 adults aged 20-64 years who attended the Joslin Clinic between 1991 and 2009. Similarly, 1,474 individuals with T2D were recruited from among 9,000 adults aged 35-64 years who attended the Joslin Clinic between 2003 and 2009. All enrolled individuals were followed for up to 15 years unless they died due to unrelated-ESKD deaths or were lost to follow-up. All enrolled individuals had baseline and biannual follow-up examinations with blood and urine specimens taken for laboratory determinations and BioBank storage in  $-85^{\circ}\text{C}$ . Individuals with less frequent clinic visits and those who stopped coming to the clinic were examined at their homes. The goal of follow-up was to ascertain eGFR slope and date of onset of ESKD or death.

Measurements of serum creatinine performed at routine clinic visits or during special examinations were used to determine kidney function at baseline and its changes during follow-up. Protocols to calibrate serum creatinine measurements over time were described previously (S1). The Chronic Kidney Disease Epidemiology Collaboration formula was used to estimate eGFR (S2). Description of other measurements of clinical characteristics performed in the JKS were included in previous publications (S1, S3, S4).

To identify ESKD and deaths in individuals enrolled into the JKS, we queried the United States Renal Data System (USRDS) and the National Death Index (NDI) covering all events up to the end of 2018. The USRDS maintains a roster of US patients receiving renal replacement therapy that includes dates of dialysis and transplantation. The NDI is a comprehensive roster of deaths in the United States that includes the date and cause of death.

### **Selection of individuals for nested case-control studies (see Figure 1):**

The current research consists of two case-control studies nested in the JKS cohort, one included individuals with T1D and Macro-Albuminuria (T1D study exploratory panel) and the other included individuals with T2D and Albuminuria (Macro and Micro) (T2D study validation panel). Individuals for the T1D nested case-control study were selected from among 522 T1D individuals with Macro-albuminuria enrolled into the JKS. There were 103 individuals (cases) available for the study who had baseline eGFR  $>45$  ml/min/ $1.73\text{m}^2$  and developed ESKD during 15 years of follow-up as cases. As controls for these cases, we randomly selected 93 individuals from those who had Macro-albuminuria and eGFR  $>45$  ml/min/ $1.73\text{m}^2$  at baseline but did not progress to ESKD during follow-up. The nested case-control study of individuals with T1D was used previously to examine the association of 25 tumor necrosis factor (TNF) receptor related proteins with risk of ESKD (S1). Individuals for the T2D nested case-control study were selected from among 658 individuals with albuminuria who participated in the JKS. From among those individuals, there were 40 individuals available as cases for the study who had had baseline eGFR  $>45$  ml/min/ $1.73\text{m}^2$  and progressed to ESKD during 15 years of follow-up. As controls, we randomly selected 163 individuals from those with baseline albuminuria and eGFR  $>45$  ml/min who did not progress to ESKD during follow-up. All relevant clinical and research data as well as baseline plasma specimens archived in  $-85^{\circ}\text{C}$  for individuals selected for the studies were available for this research.

### **Supplementary references**

- S1. Ihara K, et al. A profile of multiple circulating tumor necrosis factor receptors associated with early progressive kidney decline in Type 1 Diabetes is similar to profiles in autoimmune disorders. *Kidney Int.* 2021;99(3):725-736.
- S2. Levey AS, et al. A new equation to estimate glomerular filtration rate. *Ann Intern Med.* 2009;150(9):604-612.
- S3. Niewczas MA, et al. A signature of circulating inflammatory proteins and development of end-stage renal disease in diabetes. *Nat Med.* 2019;25(5):805-813.
- S4. Satake E, et al. Comprehensive Search for Novel Circulating miRNAs and Axon Guidance Pathway Proteins Associated with Risk of ESKD in Diabetes. *J Am Soc Nephrol.* 2021;32(9):2331-2351.

S5. Kobayashi H, et al. Results of untargeted analysis using the SOMAscan proteomics platform indicate novel associations of circulating proteins with risk of progression to kidney failure in diabetes. *Kidney Int.* 2022;102(2):370-381.

**Table S1.** ORs for fast progression to ESKD in T1D and T2D studies according to baseline concentration of circulating proteins. The 46 ESKD associated proteins were grouped according to their functional categories.

|                                                        |                                                      |           | Univariate<br>T1D study<br>(n=196) |                         | Univariate<br>T2D study<br>(n=203) |                         | Multivariable analysis**<br>Combined T1D &T2D<br>(n=399) |             |
|--------------------------------------------------------|------------------------------------------------------|-----------|------------------------------------|-------------------------|------------------------------------|-------------------------|----------------------------------------------------------|-------------|
| Protein (Alias)                                        | Full Name of Protein                                 | Gene      | OR                                 | P <sub>Bonferroni</sub> | OR                                 | P <sub>Bonferroni</sub> | OR                                                       | 95% CI      |
| 25 Tumor Necrosis Factor (TNF) Receptors were measured |                                                      |           |                                    |                         |                                    |                         |                                                          |             |
| TNF-R19 (TAJ, TROY)                                    | TNF receptor superfamily member 19                   | TNFRSF19  | 2.06                               | 0.0005                  | 5.28                               | <.0001                  | 1.90                                                     | (1.39-2.58) |
| TNF-R11A (RANK)                                        | TNF receptor superfamily member 11A                  | TNFRSF11A | 2.15                               | 0.0002                  | 3.71                               | <.0001                  | 1.87                                                     | (1.40-2.51) |
| TNF-R10B (TRAILR2, DR5)                                | TNF receptor superfamily member 10B                  | TNFRSF10B | 2.49                               | <.0001                  | 2.75                               | 0.0002                  | 1.78                                                     | (1.33-2.39) |
| TNF-R27 (EDA2R, XEDAR)                                 | TNF receptor superfamily member 27                   | TNFRSF27  | 2.12                               | 0.0003                  | 3.68                               | <.0001                  | 1.74                                                     | (1.27-2.37) |
| TNF-R14 (HVEA, HVEM)                                   | TNF receptor superfamily member 14                   | TNFRSF14  | 2.02                               | 0.0006                  | 3.34                               | <.0001                  | 1.67                                                     | (1.25-2.24) |
| TNF-R2 (TNFR2)                                         | TNF receptor superfamily member 1B                   | TNFRSF1B  | 1.82                               | 0.0098                  | 4.01                               | <.0001                  | 1.66                                                     | (1.24-2.20) |
| TNF-R3 (LTBR)                                          | TNF receptor superfamily member 3                    | TNFRSF3   | 2.02                               | 0.0006                  | 3.18                               | <.0001                  | 1.65                                                     | (1.24-2.20) |
| TNF-R19L (RELT)                                        | TNF receptor superfamily member 19L                  | TNFRSF19L | 2.06                               | 0.0004                  | 2.85                               | <.0001                  | 1.65                                                     | (1.22-2.23) |
| TNF-R1 (TNFR1)                                         | TNF receptor superfamily member 1A                   | TNFRSF1A  | 1.86                               | 0.0058                  | 4.07                               | <.0001                  | 1.60                                                     | (1.19-2.16) |
| TNF-R6B (DCR3, TR6)                                    | TNF receptor superfamily member 6B                   | TNFRSF6B  | 1.97                               | 0.0017                  | 2.10                               | 0.0028                  | 1.56                                                     | (1.22-2.01) |
| TNF-R7 (CD27)                                          | TNF receptor superfamily member 7                    | TNFRSF7   | 1.97                               | 0.0017                  | 2.57                               | 0.0002                  | 1.48                                                     | (1.12-1.94) |
| TNF-R10A (TRAILR1, DR4)                                | TNF receptor superfamily member 10A                  | TNFRSF10A | 1.85                               | 0.0085                  | 2.38                               | 0.0006                  | 1.43                                                     | (1.10-1.86) |
| TNF-R12A (FN14)                                        | TNF receptor superfamily member 12A                  | TNFRSF12A | 1.86                               | 0.0086                  | 2.33                               | 0.0004                  | 1.40                                                     | (1.07-1.84) |
| *TNF-R4 (TXGP1L)                                       | TNF receptor superfamily member 4                    | TNFRSF4   | 1.64                               | 0.1712                  | 2.49                               | 0.0002                  | 1.32                                                     | (1.01-1.71) |
| *TNF-R21 (DR6)                                         | TNF receptor superfamily member 21                   | TNFRSF21  | 1.49                               | 1.0000                  | 2.79                               | <.0001                  | 1.25                                                     | (0.97-1.63) |
| *TNF-R6 (FAS)                                          | TNF receptor superfamily member 6                    | TNFRSF6   | 1.43                               | 1.0000                  | 1.92                               | 0.0110                  | 1.18                                                     | (0.93-1.51) |
| 47 Immunoregulatory Receptors were measured            |                                                      |           |                                    |                         |                                    |                         |                                                          |             |
| KIM1 (HAVCR1, TIM1)                                    | Hepatitis A virus cellular receptor 1                | HAVCR1    | 2.84                               | <.0001                  | 3.88                               | <.0001                  | 2.32                                                     | (1.70-3.16) |
| CD300LG (CLM-9)                                        | CMRF35-like molecule 9                               | CD300LG   | 1.86                               | 0.0058                  | 3.07                               | <.0001                  | 1.57                                                     | (1.20-2.04) |
| PILRA                                                  | Paired immunoglobulin-like type 2 receptor α         | PILRA     | 1.97                               | 0.0011                  | 2.38                               | 0.0006                  | 1.54                                                     | (1.18-2.02) |
| VSIG4 (CR1g, Z39IG)                                    | V-set and immunoglobulin domain-containing protein 4 | VSIG4     | 1.97                               | 0.0011                  | 2.60                               | 0.0003                  | 1.48                                                     | (1.11-1.98) |
| 71 Other Receptors were measured                       |                                                      |           |                                    |                         |                                    |                         |                                                          |             |
| EPHA2 (ECK)                                            | Ephrin type-A receptor 2                             | EPHA2     | 2.15                               | 0.0002                  | 4.15                               | <.0001                  | 1.96                                                     | (1.44-2.65) |
| LAYN                                                   | Layilin                                              | LAYN      | 2.17                               | 0.0002                  | 3.87                               | <.0001                  | 1.84                                                     | (1.35-2.50) |
| EPHB4 (HTK, MYK1)                                      | Ephrin type-B receptor 4                             | EPHB4     | 1.82                               | 0.0098                  | 5.47                               | <.0001                  | 1.71                                                     | (1.28-2.28) |

|                                        |                                                                             |                       |      |        |      |        |      |             |
|----------------------------------------|-----------------------------------------------------------------------------|-----------------------|------|--------|------|--------|------|-------------|
| <b>TGFB2 (TGFR-2)</b>                  | <b>TGF-beta receptor type-2</b>                                             | <b><i>TGFB2</i></b>   | 2.06 | 0.0005 | 3.55 | <.0001 | 1.70 | (1.27-2.28) |
| <b>IL1RT1 (IL1R, IL1RA, IL1R1)</b>     | <b>Interleukin-1 receptor type 1</b>                                        | <b><i>IL1RT1</i></b>  | 2.02 | 0.0006 | 2.90 | <.0001 | 1.67 | (1.29-2.16) |
| <b>FOLR1 (FOLR, FR-alpha)</b>          | <b>Folate receptor alpha</b>                                                | <b><i>FOLR1</i></b>   | 1.93 | 0.0029 | 2.66 | <.0001 | 1.55 | (1.19-2.01) |
| <b>SCARB2(CD36L2, LIMP2)</b>           | <b>Lysosome membrane protein 2</b>                                          | <b><i>SCARB2</i></b>  | 1.86 | 0.0086 | 3.31 | <.0001 | 1.53 | (1.15-2.05) |
| <b>COLEC12 (CLP1, NSR2)</b>            | <b>Collectin-12</b>                                                         | <b><i>COLEC12</i></b> | 2.06 | 0.0004 | 2.47 | 0.0002 | 1.53 | (1.15-2.03) |
| <b>71 Enzymes were measured</b>        |                                                                             |                       |      |        |      |        |      |             |
| <b>CRELD2</b>                          | <b>Protein disulfide isomerase CRELD2</b>                                   | <b><i>CRELD2</i></b>  | 2.30 | <.0001 | 2.44 | 0.0007 | 1.83 | (1.40-2.39) |
| <b>CTS2</b>                            | <b>Cathepsin Z</b>                                                          | <b><i>CTS2</i></b>    | 1.97 | 0.0011 | 2.11 | 0.0020 | 1.44 | (1.12-1.85) |
| <b>110 Ligands were measured</b>       |                                                                             |                       |      |        |      |        |      |             |
| <b>DLL1</b>                            | <b>Delta-like protein 1</b>                                                 | <b><i>DLL1</i></b>    | 2.26 | 0.0001 | 3.37 | <.0001 | 1.78 | (1.33-2.38) |
| <b>PGF (PIGF, PLGF)</b>                | <b>Placenta growth factor</b>                                               | <b><i>PGF</i></b>     | 1.93 | 0.0029 | 3.27 | <.0001 | 1.62 | (1.22-2.15) |
| <b>CDH3 (CDHP)</b>                     | <b>Cadherin-3</b>                                                           | <b><i>CDH3</i></b>    | 1.94 | 0.0029 | 2.77 | <.0001 | 1.55 | (1.17-2.06) |
| <b>EFNA4 (EPLG4, LERK4)</b>            | <b>Ephrin-A4</b>                                                            | <b><i>EFNA4</i></b>   | 1.90 | 0.0051 | 3.52 | <.0001 | 1.53 | (1.14-2.04) |
| <b>HSPG2 (HSPG)</b>                    | <b>Basement membrane-specific heparan sulfate proteoglycan core protein</b> | <b><i>HSPG2</i></b>   | 1.86 | 0.0058 | 2.54 | 0.0001 | 1.52 | (1.14-2.02) |
| <b>38 Inhibitors were examined</b>     |                                                                             |                       |      |        |      |        |      |             |
| <b>WFDC2 (HE4, WAP5)</b>               | <b>WAP four-disulfide core domain protein 2</b>                             | <b><i>WFDC2</i></b>   | 2.15 | 0.0002 | 3.94 | <.0001 | 1.83 | (1.35-2.50) |
| <b>IL18BP (IL-18BP)</b>                | <b>Interleukin-18-binding protein</b>                                       | <b><i>IL18BP</i></b>  | 2.10 | 0.0002 | 2.70 | <.0001 | 1.62 | (1.23-2.13) |
| <b>FSTL3 (FLRG)</b>                    | <b>Follistatin-related protein 3</b>                                        | <b><i>FSTL3</i></b>   | 1.97 | 0.0011 | 3.19 | <.0001 | 1.56 | (1.17-2.09) |
| <b>PI3 (WAP3, WFDC14)</b>              | <b>Elafin</b>                                                               | <b><i>PI3</i></b>     | 2.16 | 0.0001 | 1.97 | 0.0037 | 1.52 | (1.19-1.94) |
| <b>AMBP (HCP, ITIL)</b>                | <b>Protein AMBP</b>                                                         | <b><i>AMBP</i></b>    | 1.93 | 0.0029 | 2.34 | 0.0012 | 1.30 | (0.99-1.70) |
| <b>69 Other proteins were examined</b> |                                                                             |                       |      |        |      |        |      |             |
| <b>PVRL4 (NECTIN4)</b>                 | <b>Nectin-4</b>                                                             | <b><i>PVRL4</i></b>   | 1.93 | 0.0029 | 4.64 | <.0001 | 1.68 | (1.25-2.27) |
| <b>ESAM</b>                            | <b>Endothelial cell-selective adhesion molecule</b>                         | <b><i>ESAM</i></b>    | 1.86 | 0.0058 | 4.15 | <.0001 | 1.67 | (1.26-2.22) |
| <b>CD99L2 (MIC2L1)</b>                 | <b>CD99 antigen-like protein 2</b>                                          | <b><i>CD99L2</i></b>  | 2.02 | 0.0006 | 2.07 | 0.0034 | 1.56 | (1.20-2.02) |
| <b>TFF3 (ITF, TFI)</b>                 | <b>Trefoil factor 3</b>                                                     | <b><i>TFF3</i></b>    | 2.06 | 0.0004 | 2.29 | 0.0002 | 1.52 | (1.16-1.98) |
| <b>KLK11 (hK11)</b>                    | <b>Kallikrein-11</b>                                                        | <b><i>KLK11</i></b>   | 1.85 | 0.0085 | 2.73 | <.0001 | 1.48 | (1.13-1.93) |
| <b>DSC2 (CDHF2)</b>                    | <b>Desmocollin-2</b>                                                        | <b><i>DSC2</i></b>    | 1.82 | 0.0098 | 2.26 | 0.0008 | 1.33 | (1.02-1.73) |

OR for progression to ESKD within 15 years of follow-up was estimated per one quartile increase of each protein.

Heterogeneity of ORs between the studies was assessed by random effects model using  $I^2$ . Only OR for EPHB4 ( $p=0.013$ ) showed evidence of heterogeneity. OR for other proteins did not show evidence of heterogeneity.

\* In the present study, these proteins did not pass the Bonferroni threshold for 455 examined proteins in T1D. However, these proteins were associated with risk of ESKD in T2D and in our previous study (S1).

\*\*Multivariable model for each protein included baseline eGFR, urinary ACR, HbA<sub>1c</sub>, and study indicator (T1D or T2D)

**Table S2.** Results of Pathway analysis for the 46 ESKD risk associated proteins measured by OLINK proteomics platform.

| Pathways or Terms                                            | Count | Frequency (%) | Background frequency (%) | Fold Enrichment | P value |
|--------------------------------------------------------------|-------|---------------|--------------------------|-----------------|---------|
| <b>Cluster 1 (Enrichment score*=6.4)</b>                     |       |               |                          |                 |         |
| IPR001368:TNFR/NGFR cysteine-rich region                     | 14    | 30.4          | 3.6                      | 8.5             | 8.4E-12 |
| SM00208:TNFR                                                 | 14    | 30.4          | 4.7                      | 7.6             | 2.5E-11 |
| REPEAT:TNFR-Cys 1                                            | 14    | 30.4          | 3.8                      | 8.0             | 3.4E-11 |
| REPEAT:TNFR-Cys 2                                            | 14    | 30.4          | 3.8                      | 8.0             | 3.4E-11 |
| REPEAT:TNFR-Cys 3                                            | 13    | 28.3          | 3.4                      | 8.4             | 9.2E-11 |
| REPEAT:TNFR-Cys                                              | 12    | 26.1          | 3.1                      | 8.3             | 9.4E-10 |
| DOMAIN:TNFR-Cys                                              | 11    | 23.9          | 2.9                      | 8.2             | 9.2E-9  |
| REPEAT:TNFR-Cys 4                                            | 7     | 15.2          | 1.8                      | 8.5             | 1.8E-5  |
| KW-0053~Apoptosis                                            | 14    | 30.4          | 12.6                     | 3.2             | 3.3E-5  |
| hsa04060:Cytokine-cytokine receptor interaction              | 18    | 39.1          | 23.2                     | 2.2             | 4.0E-4  |
| GO:0006915~apoptotic process                                 | 11    | 23.9          | 7.8                      | 3.2             | 7.0E-4  |
| <b>Cluster 2 (Enrichment Score=3.8)</b>                      |       |               |                          |                 |         |
| KW-0675~Receptor                                             | 27    | 58.7          | 37.5                     | 2.1             | 1.3E-6  |
| TOPO_DOM:Extracellular                                       | 31    | 67.4          | 39.1                     | 1.7             | 7.8E-5  |
| TOPO_DOM:Cytoplasmic                                         | 32    | 69.6          | 41.4                     | 1.7             | 8.2E-5  |
| TRANSMEM:Helical                                             | 32    | 71.7          | 43.6                     | 1.6             | 8.3E-5  |
| KW-0812~Transmembrane                                        | 35    | 73.9          | 47.7                     | 1.6             | 2.1E-4  |
| KW-1133~Transmembrane helix                                  | 29    | 73.9          | 47.7                     | 1.6             | 2.1E-4  |
| GO:0016021~integral component of membrane                    | 33    | 63.0          | 39.4                     | 1.6             | 9.7E-4  |
| KW-0472~Membrane                                             | 33    | 78.3          | 56.9                     | 1.4             | 1.8E-3  |
| GO:0005886~plasma membrane                                   | 35    | 76.1          | 55.5                     | 1.4             | 3.0E-3  |
| <b>Cluster 3 (Enrichment Score=2.3)</b>                      |       |               |                          |                 |         |
| DOMAIN:TNFR-Cys                                              | 11    | 23.9          | 2.9                      | 8.2             | 9.2E-9  |
| GO:0005031~tumor necrosis factor-activated receptor activity | 8     | 17.4          | 1.8                      | 9.7             | 5.0E-7  |
| GO:0033209~tumor necrosis factor-mediated signaling pathway  | 8     | 17.4          | 2.2                      | 8.2             | 4.4E-6  |
| <b>Cluster 4 (Enrichment Score=1.1)</b>                      |       |               |                          |                 |         |
| DOMAIN:Death                                                 | 5     | 10.9          | 1.6                      | 6.9             | 2.5E-3  |
| IPR000488:Death domain                                       | 5     | 10.9          | 1.8                      | 6.1             | 4.6E-3  |
| IPR011029:Death-like domain                                  | 5     | 10.9          | 1.8                      | 6.1             | 4.6E-3  |
| SM00005:DEATH                                                | 5     | 10.9          | 2.4                      | 5.4             | 6.9E-3  |

\*Enrichment scores were calculated by the geometric means (in  $-\log$  scale) of the Expression analysis systemic explorer (EASE) scores (modified Fisher Exact p-values) for each cluster. ESKD: end-stage kidney disease.

**Table S3.** Characteristics of study groups used for examination of mRNA expression in white blood cells of genes encoding 46 ESKD risk associated circulating proteins.

|                                                | <b>ESKD<br/>(n=16)</b> | <b>Non-ESKD<br/>(n=55)</b> |
|------------------------------------------------|------------------------|----------------------------|
| <b>At baseline</b>                             |                        |                            |
| Age, year                                      | 51 (28, 60)            | 51 (43, 58)                |
| T1D / T2D                                      | 9 / 7                  | 14 / 41                    |
| Male, n (%)                                    | 8 (50%)                | 33 (60%)                   |
| Duration of diabetes, year                     | 15 (12, 29)            | 13 (8, 20)                 |
| HbA <sub>1c</sub> , %                          | 8.4 (8.1, 10.5)        | 8.1 (6.9, 9.4)             |
| eGFR, ml/min/1.73m <sup>2</sup>                | 77 (62, 107)           | 101 (88, 112)              |
| ACR, mg/g                                      | 555 (158, 942)         | 70 (25, 415)               |
| <b>During follow-up</b>                        |                        |                            |
| eGFR slope,<br>ml/min/1.73m <sup>2</sup> /year | -7.5 (-10.1, -6.0)     | -2.0 (-7.7, -0.7)          |

Data presented as median and inter-quartile range.

ESKD: end-stage kidney disease. T1D: type 1 diabetes. T2D: type 2 diabetes. eGFR: estimated glomerular filtration rate. ACR: albumin-to-creatinine ratio.

**Table S4.** Selection\* of prognostic models and their performances in predicting development of ESKD.

| Names of Selected                                | From 20 proteins | From 19 proteins | From 19 proteins | From 19 proteins | From 19 proteins | From 19 proteins | From 19 proteins | From 46 proteins | Known Biomarkers****   |
|--------------------------------------------------|------------------|------------------|------------------|------------------|------------------|------------------|------------------|------------------|------------------------|
| proteins with penalized regression coefficients* | Model #1         | Model #2         | Model #3         | Model #4         | Model #5         | Model #6         | Model #7         | Global model     | KIM1, TNF-R1A, TNF-R1B |
| <b>TNF receptor/apoptosis proteins (n=20)</b>    |                  |                  |                  |                  |                  |                  |                  |                  |                        |
| KIM1                                             | 0.384            | 0.389            | 0.393            | 0.395            | 0.428            | 0.387            | ∅                | 0.346            | 0.595                  |
| TNF-R27                                          | 0.326            | 0.342            | 0.325            | 0.352            | 0.325            | ∅                | 0.335            | 0.252            |                        |
| IL1RT1                                           | 0.257            | 0.259            | 0.260            | 0.263            | ∅                | 0.261            | 0.322            | 0.201            |                        |
| TNF-R11A                                         | 0.112            | 0.127            | 0.123            | ∅                | 0.112            | 0.171            | 0.164            | 0.048            |                        |
| TNF-R6B                                          | 0.055            | 0.064            | ∅                | 0.070            | 0.051            | 0.037            | 0.109            | 0.018            |                        |
| TNF-R19                                          | 0.047            | ∅                | 0.065            | 0.091            | 0.034            | 0.156            | 0.116            |                  |                        |
| EPHA2                                            |                  |                  |                  |                  | 0.021            | 0.031            | 0.005            |                  |                        |
| TNF-R3                                           |                  |                  |                  |                  | 0.064            | 0.019            |                  |                  |                        |
| TNF-R19L                                         |                  |                  |                  |                  | 0.018            |                  |                  |                  |                        |
| TNF-R10B                                         |                  |                  |                  |                  |                  | 0.013            |                  |                  |                        |
| TNF-R12A                                         |                  |                  |                  |                  |                  | 0.050            |                  |                  |                        |
| TNF-R1A                                          |                  |                  |                  |                  |                  |                  |                  |                  | 0.209                  |
| TNF-R1B                                          |                  |                  |                  |                  |                  |                  |                  |                  | 0.254                  |
| <b>Other proteins (n=26)</b>                     |                  |                  |                  |                  |                  |                  |                  |                  |                        |
| LAYN                                             |                  |                  |                  |                  |                  |                  |                  | 0.087            |                        |
| CDH3                                             |                  |                  |                  |                  |                  |                  |                  | 0.037            |                        |
| GRELD2                                           |                  |                  |                  |                  |                  |                  |                  | 0.063            |                        |
| ESAM                                             |                  |                  |                  |                  |                  |                  |                  | 0.003            |                        |
| PI3                                              |                  |                  |                  |                  |                  |                  |                  | 0.097            |                        |
| <b>Prognostic performance</b>                    |                  |                  |                  |                  |                  |                  |                  |                  |                        |
| Without Clinical variables                       |                  |                  |                  |                  |                  |                  |                  |                  |                        |
| OR for score**                                   | 2.71             | 2.83             | 2.89             | 2.86             | 2.73             | 2.66             | 2.62             | 2.77             | 2.33                   |
| C-statistic                                      | 0.776            | 0.775            | 0.778            | 0.777            | 0.768            | 0.763            | 0.760            | 0.771            | 0.732                  |

|                            |       |       |       |       |       |       |       |       |       |
|----------------------------|-------|-------|-------|-------|-------|-------|-------|-------|-------|
| With Clinical variables*** |       |       |       |       |       |       |       |       |       |
| OR for score**             | 2.92  | 3.17  | 3.24  | 3.32  | 3.49  | 2.82  | 2.72  | 3.23  | 2.30  |
| C-statistic                | 0.873 | 0.879 | 0.880 | 0.884 | 0.883 | 0.878 | 0.869 | 0.880 | 0.861 |

\* Proteins for prognostic models were selected through the least absolute shrinkage and selection operator (LASSO) logistic regression in two stages. In the 1st stage, selection was from among 20 or 19 apoptosis/tumor necrosis factor (TNF) receptors proteins (Models #1 through #7.) To explore whether different combinations of the apoptosis/TNF receptor proteins would have similar prognostic performance to predict risk of end-stage kidney disease (ESKD), we ran LASSO logistic regression and removed proteins one by one from among the apoptosis/TNF receptor proteins and the prognostic performance of the models.  $\alpha$  indicates absence of protein for LASSO selection. When performing the multiple LASSO analyses and removing one protein at a time from the list of 20 proteins, three models (grey-highlighted columns) of these proteins (red-framed) had similar high efficiency to predict fast progression to ESKD. In the 2nd stage, proteins were selected from among all 46 ESKD-associated proteins. According to the previous findings, 3 proteins (KIM-1, TNF-R1A and TNF-R1B) were considered as the “Known Biomarkers”, and LASSO retained all of them for the prognostic model.

To estimate the predictive performance of each model, we created and used the apoptosis score with  $\beta$  coefficients of selected proteins in each model with and without clinical covariates.

\*\* Apoptosis scores were computed as a sum of levels of the contributing proteins with batch-specific quartiles weighted by their original  $\beta$  coefficients. For instance, the apoptosis score for Model #1, was estimated with 5 proteins that were selected through LASSO logistic regression as follows:

$$\text{Apoptosis score} = 0.4471 \times \text{KIM1} + 0.3960 \times \text{TNF-R27} + 0.3290 \times \text{IL1RT1} + 0.1501 \times \text{TNF-R11A} + 0.1106 \times \text{TNF-R6B}.$$

Out of all 46 proteins, LASSO selected 5 proteins belonging to apoptosis/TNF receptor proteins and 5 other proteins (Model #2). The apoptosis score was developed in similar way as above.

\*\* Clinical variables represent eGFR, ACR, HbA<sub>1c</sub>, and study indicator (T1D or T2D)

To assess the effect on onset of ESKD within 15 years, OR of the risk score was estimated with and without the clinical variables. ORs of apoptosis score and ACR were estimated as one quartile increase. ORs of eGFR and HbA<sub>1c</sub> were estimated as 1 ml/min/1.73m<sup>2</sup> and 1% increase, respectively.

LASSO penalizes the sum of the absolute values of regression coefficients, and a predictor with a coefficient of zero was excluded from the model

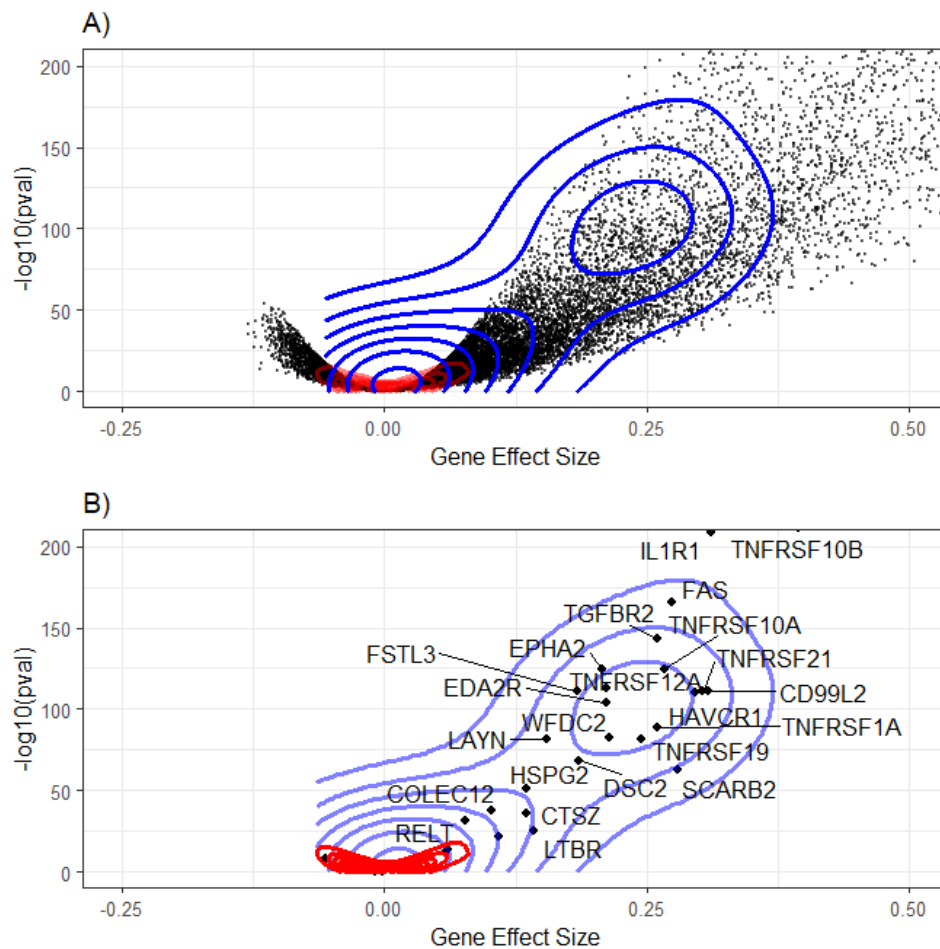

**Figure S1.** All protein coding genes were evaluated to determine their effect size on apoptosis index.

**Panel A:** Using the lmer package in R. A mixed effect per sample was included to control for non-independence of single-cell estimates for each donor. The red contours indicate the density estimate for all genes and the blue contours are the density estimate for the selected 46 circulating proteins. The axes represent the beta coefficient for expression individual genes to estimate aggregate apoptosis index with their corresponding p-values.

**Panel B:** The subset of 46 circulating proteins is shown with their corresponding effect size estimates. The red contours indicate the density estimate for all genes and the blue contours are the density estimate for the selected 46 circulating proteins.

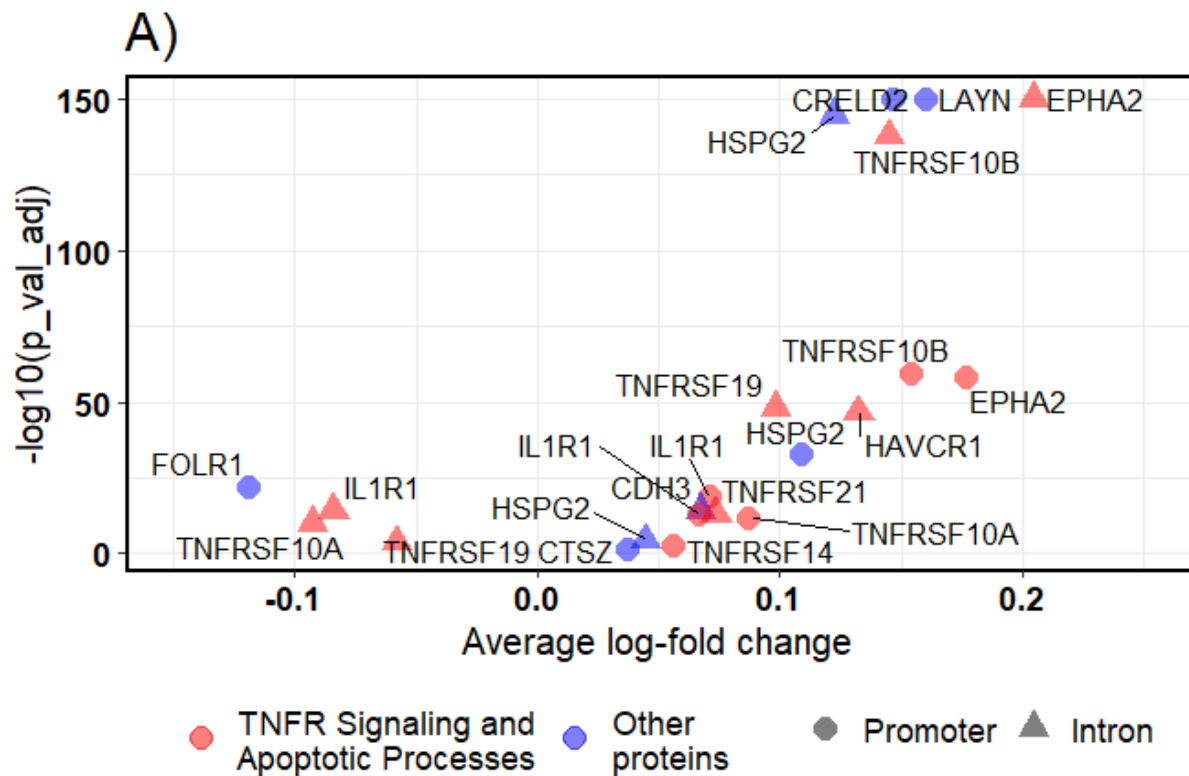

**Figure S2:** Differential chromatin accessibility of genes encoding for 46 circulating ESKD associated proteins in PT\_VCAM1 vs. control proximal tubule cells.

Only genes that met the Benjamini-Hochberg adjusted p-value threshold ( $p < 0.05$ ) are displayed. Red circles indicate apoptosis/TNF receptors proteins and blue circle indicate other proteins.

TNFR: tumor necrosis factor receptor. ESKD: end-stage kidney disease.

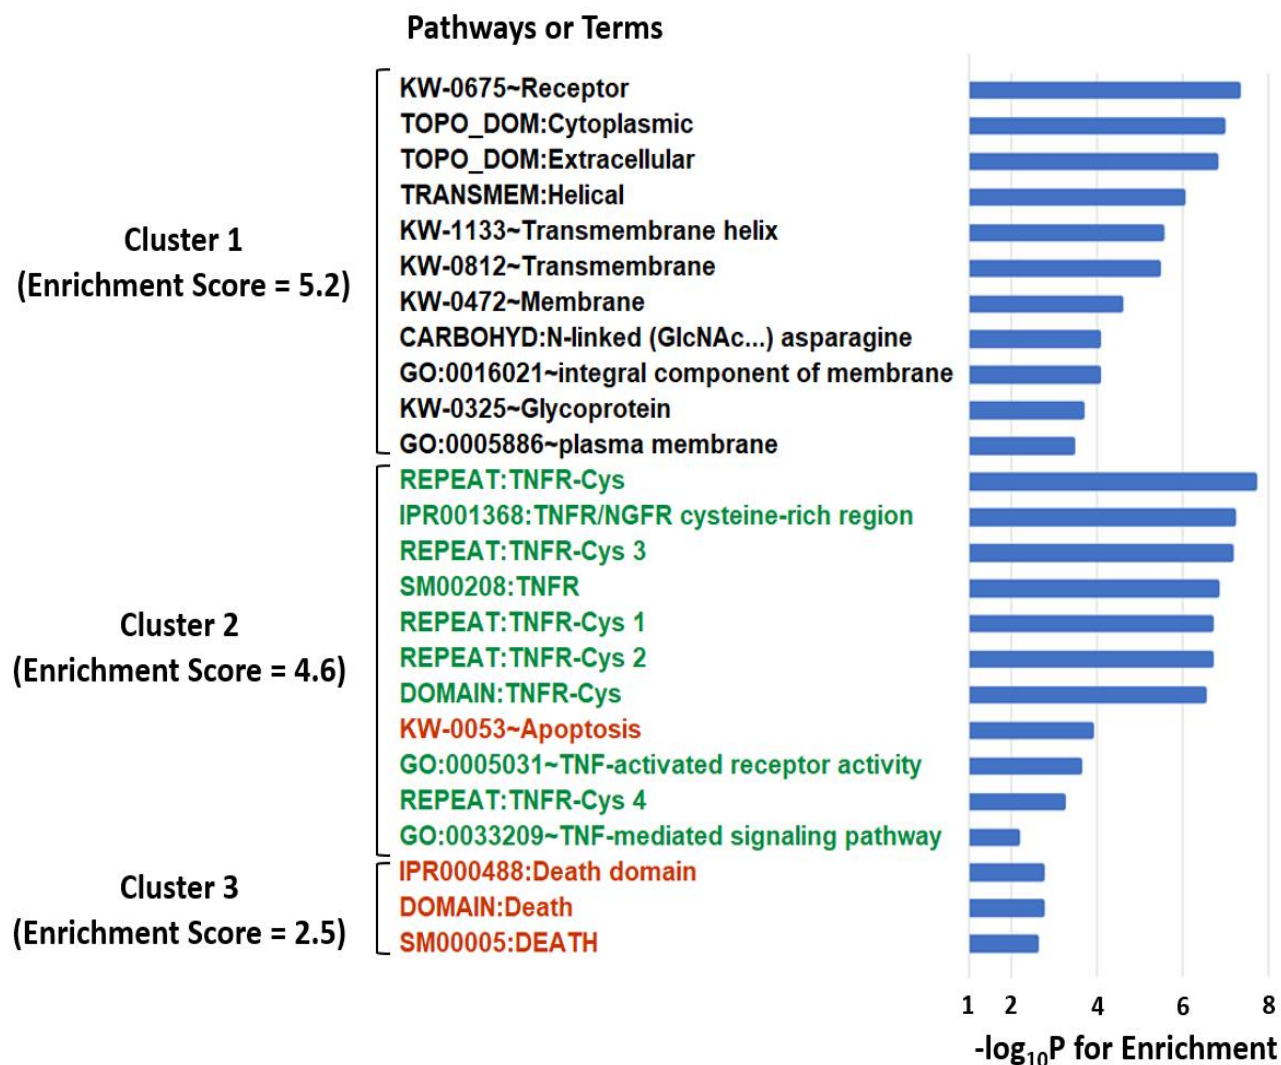

**Figure S3.** Pathway analysis for SOMAscan results. Reanalyzed data from our previous publication (S5).

Clusters of enriched pathways by 40 end-stage kidney disease (ESKD) risk associated proteins are shown. For pathway enrichment analysis, we applied the functional annotation clustering in DAVID software (version 6.8). All 1,129 proteins included in the SOMAscan platform were used as background for the analysis. The geometric mean (in -log scale) of the Expression Analysis Systemic Explorer (EASE) Scores (modified Fisher Exact p-values) were used to rank their biological significance. Three clusters of pathways or terms with EASE scores of  $p < 0.01$  showed statistically significant enrichment.

How the deposited data were processed for this re-analysis (not part of the article)

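RNA was measured in blood collected at baseline into PAXgene tubes from individuals with diabetes, 16 who later developed ESKD and 55 who did not. The authors prepared stranded total RNA libraries depleted of ribosomal RNA, trimmed reads with cutadapt 1.16, aligned them to GRCh38 with STAR (2.7.6a in the paper, 2.7.9a in the submitters' processing notes), counted read pairs per Ensembl gene with featureCounts 1.6.3 and tested them with DESeq2 1.30.1. The deposited table holds whole-number counts per gene and library, which the authors had not normalized, for 60664 gene IDs and 72 libraries. The strand setting of the counting is not given in the sources used here, which leaves the counts uncertain for 18 of the 46 genes that share exonic bases with a gene on the opposite strand in the annotation used. Nor is the handling of read pairs in overlapping genes, which leaves them uncertain for 6 that share exonic bases on the same strand, whatever the strand setting. No batch or diabetes type is labelled per library. The paper's baseline characteristics differ between the groups in diabetes type, eGFR and urinary albumin, and none of these was a covariate.

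Groups were taken from the sample labels. The main fits used the 71 libraries of the study, and 1 library labelled ESKD that the submitters describe as excluded entered only an alternative fit of 72 libraries. Each library was taken as 1 individual, following the paper's numbers of individuals. No pair of the 2556 pairs was within sampling noise, which tests only for the same library entered again. The total count per library was 13111629 to 31151960 (median 20108826). Gene IDs were paired with symbols and coordinates of GENCODE 44 on GRCh38, which matched 60463 IDs holding 99.8% of the counts. The authors counted on another release of the same build, so a gene's extent can differ from the coordinates given.

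The counts were analysed in R 4.3.3 with edgeR 4.0.16 (filterByExpr, TMM, quasi-likelihood fit with robust estimation), and an adjusted p under 0.05 (Benjamini-Hochberg over the 21101 genes tested) was called. Log2 CPM values used a prior count of 2. Intervals are 95% intervals of the fitted log2 fold change. Gene sets were tested with camera (preset correlation of 0.01, and an estimated one) and fry in limma 3.58.1. The tests covered 26 lists fixed before the data were examined, of which 24 had at least 3 measured members. The lists were fixed with the paper at hand, whose Figure 5B shows segments of the immunoglobulin variable list as lower in cases. Marker scores, the mean log2 CPM of a cell type's measured markers in a library, were compared by two-sided permutation tests with 100000 resamples. The lists were the 20 apoptosis/TNF receptor and the 26 other genes of the paper, 14 sets of cell type markers (neutrophil, immature neutrophil granule, monocyte, T cell, NK and cytotoxic, B cell, plasma cell and immunoglobulin constant, immunoglobulin variable, eosinophil, basophil, platelet, reticulocyte, endothelial, kidney epithelium), globin, interferon response, TNF and NF-kB response, TNF superfamily ligands, TNF receptors outside the 46, extrinsic apoptosis machinery, glucocorticoid response, immediate early and heat shock genes, cytosolic ribosomal proteins and mitochondrially encoded respiratory chain genes.

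The genes named are all 46 of the paper, the 4 labelled in Figure 5B, up to 10 called genes with a symbol in each direction by smallest p, and up to 4 members by smallest p of each list described gene by gene. Y-linked genes, XIST and TSIX entered the fits but are not shown (24 of the genes tested). A called gene without a symbol was named after its values were seen.

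The procedure was tested on simulated counts with the depth and means of these libraries over 21101 genes. The changed genes were drawn from those above a mean of 1 CPM, and counts were drawn independently, with no shifts shared by genes and no extreme libraries. The rates below do not cover lower genes or such libraries, and they depend on how many genes were changed. edgeR recovered 96% of 100 genes changed by 1 on the log2 scale and 67% of 100 changed by 0.5, with 1.8% of its calls false and 95.3% of its 95% intervals holding the true value. DESeq2 1.42.0 recovered 96% and 70% with 7.3% of its calls false, and limma-voom 96% and 66% with 2.4% false.

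Alternatives fixed before the data were examined were DESeq2 and limma-voom in place of edgeR, RLE in place of TMM factors, no low-count filter, a filter of at least 10 counts in 1 library, all 72 libraries, marker scores of neutrophils, T cells and reticulocytes as covariates, each of the 16 ESKD libraries left out in turn, an estimated correlation in camera, other scales and filters for the expression classes, and the median in place of the mean of markers. Alternatives added after seeing the data were the eosinophil score, the B cell score, and the 3 scores with the eosinophil score as covariates, and DESeq2 without replacement of outlier counts, with shrunken fold changes, and with both. Chance was assessed over 100 splits of the 71 libraries into 16 and 55, the real one included. Plasma proteins and kidney nuclei were not analysed here.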

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

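The tests of a single library behind NAV3, GRB10 and HMCN1, of neutrophil, T cell and reticulocyte levels behind them, of B cell number behind the immunoglobulin segments and of a lower lymphocyte share behind the eosinophil markers were chosen after the result was seen, although the fits without 1 ESKD library and with the 3 scores that the first of these use had been fixed before.

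HMCN1, a gene the paper does not discuss, was higher in ESKD by 1.39 on the log2 scale, beside NAV3 and GRB10, which Figure 5B labels. Of 100 splits of the 71 libraries into 16 and 55, 7 called as many genes as the real one (4 called, highest other 21) and 15 passed as many over the Bonferroni threshold (2 passed, highest other 4), so chance is not excluded for either count. The other splits had a median of 1 gene called and of 1 past the Bonferroni threshold. The split with 21 calls may reflect a structure of the libraries apart from the outcome. That was not tested, and it could be no more than single libraries with extreme counts. Without 1 ESKD library the log2 fold change was 0.45 for NAV3, 0.51 for GRB10 and 0.36 for HMCN1, a fall of more than the standard error that ended each call, so much of each difference may come from 1 library. With neutrophil, T cell and reticulocyte scores as covariates the log2 fold changes were 1.15 for NAV3 (95% interval 0.58 to 1.73), 0.48 for GRB10 (0.21 to 0.75) and 0.85 for HMCN1 (0.24 to 1.46), smaller than without them, with adjusted p of 0.546, 0.768 and 1, and cell composition cannot be told apart from the outcome because the intervals exclude 0 while the calls end. A difference tied to later ESKD stays open and untested beyond this comparison.

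Immunoglobulin genes, which the paper does not discuss as a group, were lower in ESKD by fry, with a median log2 fold change of −0.56 over the variable segments and −0.59 over the plasma cell and immunoglobulin constant genes, calls that were lost with camera at an estimated correlation (adjusted p = 0.107 for both) and with fry under the 3 scores (0.0889 for both, at medians of −0.48 and −0.50). Read pairs moved between near-identical segments would lower some and raise others, and 93.7% of the 95 measured segments were below 0. This does not settle the effect of shared read pairs. A list with a median of −0.56 has most segments below 0 in any case, and how such read pairs were counted is not given. A single library is argued against by fry's unadjusted p, at most 0.00859 without any 1 ESKD library, although the adjusted call held in 12 of 16 such fits. With the B cell score as a covariate the median was −0.27, against −0.56 without it, and fry's p was 0.0546, so fewer B cells may make up a large part of the difference, and whether the remainder is biological stays open. Diabetes type and baseline kidney function, which also differed between the groups, were not covariates and cannot be told apart from the outcome. For the number of lists called by fry, no other split reached the real count (3 in the real split, at most 2 in the other splits, and 1 of 100 splits as large, the real one), which is below the 5% level. It was 1 of 3 counts compared in this way, and for the other 2 chance was not excluded. The count was also 0 to 5 without 1 ESKD library and 0 with the 3 scores or the B cell score as covariates. No other split reached the count as found, but the count is not stable. Of the 3 lists, 2 hold immunoglobulin genes and are not separate results, and Figure 5B had already labelled segments of 1 of them. Chance is thus not excluded for this count either.

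Eosinophil markers, which the paper does not discuss, were higher in ESKD by fry, with a median log2 fold change of 0.80, a call that was lost with camera at an estimated correlation (adjusted p = 0.107) and with fry under the 3 scores (0.203, median 0.63), the B cell score (0.344, median 0.75) and 72 libraries (0.0574, median 0.74). A lower lymphocyte share would raise the markers of other cell types alike, but the eosinophil score rose above the mean of the neutrophil and monocyte scores by 0.57 (SD 0.92 in ESKD and 0.89 in non-ESKD, permutation p = 0.0278). The eosinophil list was taken up because of its difference, and this p was not adjusted for that choice. A lower lymphocyte share is therefore not excluded. Without any 1 ESKD library fry's unadjusted p was at most 0.0158, which argues against a single library, although the adjusted call held in 7 of 16 such fits. More eosinophils before ESKD, treatment, allergy or season stay open, and none was tested. The same holds for diabetes type and baseline kidney function, which differed between the groups and cannot be told apart from the outcome.

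The long noncoding RNA gene ENSG00000268119, which the paper does not discuss, was higher in ESKD by 1.36 on the log2 scale. The call ended with limma-voom (1.03, adjusted p = 0.552), with the neutrophil, T cell and reticulocyte scores (1.07, 0.184), with the eosinophil score (1.10, 0.726) and with the B cell score (1.29, 0.148), and it held in 10 of 16 fits without 1 ESKD library.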

How the results depend on the processing

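The alternatives with the eosinophil or the B cell score, with 4 scores together, and with DESeq2 without outlier replacement, with shrunken fold changes or with both were chosen after seeing the data. The absence of calls among the 46 genes held under every alternative run for it (0 called over all genes and over the list alone, also without any 1 of the 16 ESKD libraries; edgeR gave 2 of them an unadjusted p under 0.05, and DESeq2 and limma-voom called 0). The 95% intervals reached up to 0.75 to either side on the log2 scale among the 46. They were wide for genes near the filter such as LAYN (−0.98 to 0.22) and also for some with many counts, such as PI3 (−0.36 to 0.84). Where a result changed, the cause was not tested, apart from the number of genes or libraries that a setting itself changes and outlier handling in DESeq2. DESeq2 fits that differ only in outlier handling gave NAV3 0.44 with replacement of outlier counts and 1.63 without it. Of the 4 genes called in the main comparison they called 2 with replacement and 4 without it.

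The 4 genes called in the main comparison became 0 with limma-voom (1712 at an unadjusted p under 0.05), 106 with no low-count filter, 22 with at least 10 counts in 1 library, 269 with 72 libraries, 0 with neutrophil, T cell and reticulocyte scores (892 at an unadjusted p under 0.05), 1 with the eosinophil score, 0 with the B cell score (928), 0 with the neutrophil, T cell, reticulocyte and eosinophil scores (802), 17 with DESeq2 without outlier replacement and 10 with shrunken fold changes as well. DESeq2 called 5, with shrunken fold changes 6, and RLE factors 6. Without 1 ESKD library the count was 2 to 7. The 2 genes past the Bonferroni threshold became 1 with DESeq2, 0 with limma-voom, 10 with no low-count filter, 9 with at least 10 counts in 1 library, 24 with 72 libraries, 0 with the 3 scores, 1 with the eosinophil score, 0 with the B cell score, 0 with the 4 scores, 4 with DESeq2 without outlier replacement and 5 with shrunken fold changes as well, and 1 to 3 without 1 ESKD library. All 4 genes were called again with RLE factors, both other filters, 72 libraries and DESeq2 without outlier replacement, with or without shrinkage. The 269 calls with 72 libraries come with 1 added library, and its genes are not named here.

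The apoptosis/TNF receptor set turned to a lower direction with the neutrophil, T cell and reticulocyte scores (p = 0.0413) and with the B cell score (p = 0.794), and its p was 0.209 to 0.932 without 1 ESKD library, 1 of those fits being lower. These p are from camera at its preset correlation and are not adjusted over the lists. The set of the other genes turned lower with the 3 scores (p = 0.223). Of the fixed lists, 11 were called by camera and 0 with an estimated correlation. By fry 3 were called, 0 with the 3 scores, 0 with the B cell score and 0 to 5 without 1 ESKD library. Their median log2 fold changes with the 3 scores were 0.63 (eosinophil), −0.50 (immunoglobulin constant) and −0.48 (variable segments), and with the B cell score 0.75, −0.32 and −0.27. With 72 libraries fry no longer called the eosinophil list (adjusted p = 0.0574, median 0.74). The number of the 46 genes not expressed was 11, and 6 with at least 10 counts in 1 library or 2 with no low-count filter. The number with low expression was 26 on log2 CPM, 10 on log2 of the normalized count + 1, 6 on the variance stabilized scale and 10 on the regularized log, and the number with moderate or high expression was 9, 25, 29 and 25 on these scales. Marker scores past the threshold were 3, and 5 with 72 libraries.

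With the 3 scores, lists turned direction at adjusted p of 0.888 (neutrophil), 0.891 (neutrophil granule), 0.000195 (monocyte), 0.963 (T cell) and 0.0781 (TNF and NF-kB response). With the B cell score they did so at 0.992 (neutrophil granule, B cell and TNF ligands) and 0.116 (monocyte), with the eosinophil score at 0.474 (monocyte), 0.945 (reticulocyte) and 0.849 (TNF and NF-kB response), and with RLE factors at 0.984 (monocyte). Without 1 ESKD library the adjusted p was 0.326 to 0.986 for the monocyte list, 0.181 to 0.998 for the TNF and NF-kB response and 0.389 to 0.892 for the TNF ligands. The monocyte score changed sign at a difference of 0.00 with RLE factors and with 72 libraries.

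Some genes that were not called changed sign, most with values near 0 and TNFRSF11A from −0.01 to 0.63 with 72 libraries. With the 3 scores the log2 fold changes were 0.02 for TNFRSF11A, −0.11 for TNFRSF14, −0.03 for IL1R1, −0.04 for TNFRSF1A, −0.12 for TNFRSF1B, −0.12 for LTBR, −0.03 for FAS, −0.06 for TNFRSF10B, −0.03 for RELT, 0.00 for TGFBR2, −0.10 for PILRA, −0.01 for SCARB2, −0.05 for CTSZ, −0.03 for HSPG2, −0.05 for FSTL3 and −0.01 for FFAR2. With the B cell score they were 0.04 for TNFRSF11A, −0.02 for TNFRSF1B, −0.01 for SCARB2, −0.01 for HSPG2, 0.01 for FCRLA and 0.01 for PAX5, and with the eosinophil score 0.04 for TNFRSF11A, −0.04 for TNFRSF14 and 0.00 for FAS. TNFRSF11A was 0.00 in the 4 fits with DESeq2, and SIGLEC1 −0.01 with DESeq2 and 0.00 with shrunken fold changes. With 72 libraries the values were 0.11 for EDA2R and 0.25 for TNFRSF21. Without 1 ESKD library they ran from −0.21 to 0.05 for TNFRSF11A, −0.03 to 0.09 for TNFRSF14, −0.04 to 0.06 for SCARB2, −0.09 to 0.10 for HSPG2 and −0.04 to 0.13 for FSTL3.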

Differences from the paper's values

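The alternatives with DESeq2's shrunken fold changes, with and without outlier replacement, and the eosinophil and B cell scores were chosen after the values were seen. The paper gives 10 of the 46 genes low expression and 25 moderate or high expression at a threshold of 6 logCPM, and on log2 CPM the counts were 26 and 9. The paper's 70 group means behind Figure 5A differ from means on DESeq2's regularized log scale by a median of 0.003 (at most 0.02) and from log2 CPM by a median of 4.338, and on the regularized log scale the counts were 10 and 25, as in the paper. Of the alternatives set before the data were examined, log2 of the normalized count + 1 and the regularized log reached the paper's counts in both classes. The variance stabilized scale gave 6 low genes, more than 1.5 times fewer than the paper's, and 29 moderate or high genes, which is not the paper's 25 but within 1.5 times of it. The filter of at least 10 counts (31 low, 9 moderate or high), no filter (35 and 9) and 72 libraries (26 and 9) did not reach them. The 11 genes not expressed are those the paper lists as not detected.

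The log2 fold change of NAV3 was 1.61, against the paper's about 0.78 in Figure 5B, read by eye. Of the alternatives set before the data were examined, limma-voom (0.73) lay within 1 standard error of the paper's value, the tolerance used for these 4 genes, and DESeq2 (0.44), RLE factors, both other filters, 72 libraries and the 3 marker scores did not. For GRB10 it was 0.97, against the paper's about 0.65 in Figure 5B, read by eye, with limma-voom (0.69) again the only one of these within 1 standard error. Values for IGKV1-9 (−1.19, against the paper's about −0.60 in Figure 5B, read by eye) and IGKV1-39 (−1.06, against about −0.60) lay more than 1 standard error from the paper's under every alternative set before the data were examined. By the wider 95% interval only NAV3 differed (1.03 to 2.19), since those of GRB10 (0.61 to 1.34), IGKV1-9 (−1.80 to −0.58) and IGKV1-39 (−1.55 to −0.56) hold the paper's values, and with the 3 marker scores those of NAV3 (0.58 to 1.73) and GRB10 (0.21 to 0.75) do as well. The paper's table of the values behind Figure 5B, available here as a copy shortened to 1998 of 22121 genes, carries a shrunken and an unshrunken log2 fold change, so the figure may be on another scale than an unshrunken fit. On DESeq2's shrunken scale without outlier replacement, a setting chosen after the values were seen, they were 0.78 for NAV3, 0.67 for GRB10, −0.55 for IGKV1-9 and −0.58 for IGKV1-39, all within 1 standard error of the paper's. With shrinkage and outlier replacement GRB10 (0.67) and both segments were within 1 standard error and NAV3 (0.26) was not. The eosinophil score brought GRB10 (0.66) and the B cell score IGKV1-39 (−0.80) within 1 standard error.

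The text of the paper states that a few genes passed its Bonferroni threshold and Figure 5B labels NAV3, GRB10, IGKV1-9 and IGKV1-39, while the legend states that none did. Over the 21101 genes tested here, NAV3 and GRB10 passed a Bonferroni-adjusted p of 0.05, and IGKV1-9 and IGKV1-39 had adjusted p of 0.190 and 0.136 (Benjamini-Hochberg). IGKV1-39 was called at that adjusted threshold with DESeq2 (0.0341), no low-count filter (0.0345), 72 libraries (0.0267), and, chosen after the values were seen, DESeq2 without outlier replacement (0.0190), with shrunken fold changes (0.0469) or both (0.0281). IGKV1-9 was called with DESeq2 without outlier replacement (0.0399), chosen after the values were seen, and in 1 of 16 fits without an ESKD library.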

Other observations

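Interferon-responsive genes, in a list fixed before the data were examined, all had log2 fold changes above 0 in ESKD (18 of 18, median 0.51), with 8 at an unadjusted p under 0.05 and 0 higher when adjusted over the list alone or over all genes. OAS3 had 0.71 (standard error 0.25, adjusted p = 0.484 from edgeR's quasi-likelihood test), RSAD2 0.92 (adjusted p = 0.537), ISG15 0.80 (adjusted p = 0.528) and SIGLEC1 1.08 (adjusted p = 0.473), and SIGLEC1 was −0.01 with DESeq2. Without 1 ESKD library these values were as low as 0.12 for OAS3, 0.20 for RSAD2, 0.14 for ISG15 and 0.01 for SIGLEC1. Camera gave the list an adjusted p of 2.06e-05, 0.406 with an estimated correlation, and fry 0.347, and camera's call held in 15 of 16 fits without 1 ESKD library (highest adjusted p = 0.0881). Platelet genes had values above 0 in 12 of 12 (median 0.46), with PF4V1 at 0.90, MYL9 at 0.72, GP9 at 0.68 and PPBP at 0.50, camera 0.000561, 0.406 with an estimated correlation, 0.0735 with the neutrophil, T cell and reticulocyte scores (the 3 scores) and 0.0657 with the eosinophil score, and fry 0.355. Basophil genes were above 0 in 5 of 5 (median 0.43, camera 0.00936, 0.406 with an estimated correlation, 0.219 with the 3 scores, 0.0816 with 72 libraries and 0.181 with the eosinophil score, fry 0.291), and cytosolic ribosomal protein genes below 0 in 79 of 82 (median −0.17, camera 4.30e-13, 0.406 with an estimated correlation, fry 0.290), with 1.84% of the counts in ESKD and 2.29% in non-ESKD (medians). Glucocorticoid-responsive genes had a median of 0.12 (camera 0.0256, 0.406 with an estimated correlation, 0.888 with the 3 scores, 0.0780 with 72 libraries and 0.0745 with the eosinophil score, fry 0.347). Without 1 ESKD library camera's call held in 14 of 16 fits for the glucocorticoid list (highest adjusted p = 0.0736). For the basophil list it held in 15 of 16 (highest 0.0504).

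TNF receptor genes outside the 46 had a median log2 fold change of −0.16 (4 of 11 above 0), with camera's adjusted p at 0.0562, 0.277 with an estimated correlation, and fry's at 0.0852. Camera called this list lower with RLE factors (0.0466), 72 libraries (0.0150), the 3 scores (0.00312) and the eosinophil score, chosen after seeing the data (0.0436), and in 7 of 16 fits without 1 ESKD library. The 4 members with the smallest p were the BAFF receptor gene TNFRSF13C (−0.46), CD40 (−0.31), TNFRSF13B (−0.62) and TNFRSF10D (−0.16). TNF superfamily ligands (median 0.02, camera 0.577, fry 0.740), TNF and NF-kB response genes (0.04, camera 0.449, fry 0.740) and the extrinsic apoptosis machinery (0.06, camera 0.158, fry 0.358) did not pass either test.

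The remaining lists did not pass in the main comparison. They were the neutrophil granule genes (median 0.39, camera 0.119, fry 0.705), monocyte genes (median 0.07, mean 0.04, fry downward at 0.951), NK and cytotoxic genes (−0.09, camera 0.119, fry 0.561), reticulocyte genes (0.38, camera 0.0823, fry 0.639), immediate early and heat shock genes (0.09, camera 0.109, fry 0.418), mitochondrially encoded genes (−0.27, camera 0.0594, fry 0.568) and globin genes (−0.78, camera 0.158, fry 0.418), which held 0.0683% of the counts in ESKD and 0.0995% in non-ESKD (medians). Of the endothelial list 2 of 6 genes were measured (median 0.45) and of the kidney epithelium list 1 of 7 (−0.10), too few to test. Under alternatives camera at its preset correlation called some of them in the same direction, while in the main comparison its adjusted p with an estimated correlation was 0.674 for the mitochondrially encoded, reticulocyte and NK and cytotoxic genes, 0.576 for globin and 0.683 for the neutrophil granule genes. The mitochondrially encoded genes passed with RLE factors (0.0469), 72 libraries (0.00283), the 3 scores (0.000109) and the eosinophil score (0.00102), the globin genes with the 3 scores (0.0159) and the B cell score (0.0434), the reticulocyte genes with 72 libraries (0.00283), and the NK and cytotoxic and the neutrophil granule genes with the eosinophil score (0.0436 and 0.0395), the eosinophil and B cell scores being chosen after seeing the data. Without 1 ESKD library the mitochondrially encoded genes passed in 8 of 16 fits, the neutrophil granule genes in 5, the NK and cytotoxic and the reticulocyte genes in 4 each and the immediate early and heat shock genes in 1.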
